# Transcriptome profiling of laser-captured crown root primordia reveals new pathways activated during early stages of crown root formation in rice

**DOI:** 10.1371/journal.pone.0238736

**Published:** 2020-11-19

**Authors:** Jérémy Lavarenne, Mathieu Gonin, Antony Champion, Marie Javelle, Hélène Adam, Jacques Rouster, Geneviève Conejéro, Marc Lartaud, Jean-Luc Verdeil, Laurent Laplaze, Christophe Sallaud, Mikael Lucas, Pascal Gantet

## Abstract

Crown roots constitute the main part of the rice root system. Several key genes involved in crown root initiation and development have been identified by functional genomics approaches. Nevertheless, these approaches are impaired by functional redundancy and mutant lethality. To overcome these limitations, organ targeted transcriptome analysis can help to identify genes involved in crown root formation and early development. In this study, we generated an atlas of genes expressed in developing crown root primordia in comparison with adjacent stem cortical tissue at three different developmental stages before emergence, using laser capture microdissection. We identified 3975 genes differentially expressed in crown root primordia. About 30% of them were expressed at the three developmental stages, whereas 10.5%, 19.5% and 12.8% were specifically expressed at the early, intermediate and late stages, respectively. Sorting them by functional ontology highlighted an active transcriptional switch during the process of crown root primordia formation. Cross-analysis with other rice root development-related datasets revealed genes encoding transcription factors, chromatin remodeling factors, peptide growth factors, and cell wall remodeling enzymes that are likely to play a key role during crown root primordia formation. This atlas constitutes an open primary data resource for further studies on the regulation of crown root initiation and development.

## Introduction

Crown roots (CR) are a type of adventitious roots making up most of the root system in rice [1,2]. These roots develop post-embryonically from the stem and play an important role in the adaptation of plants to the soil hydro-mineral status [3,4]. Genetics and functional genomics approaches revealed several genes involved in CR development in rice [5,6]. However, these approaches are impaired by functional redundancies, and by lethality of some mutants.

Transcriptomic approaches, based on the quantification of gene expression at whole-genome level, overcome these limitations by identifying all the genes specifically expressed during a biological process. This type of approach led to the identification of new genes involved in root development and root physiology in *Arabidopsis* [7–9]. Until now, most of the rice root transcriptome datasets are based on the comparison at the whole root systems level between stressed/unstressed material, developmental stages, genetic backgrounds (knock out mutant or overexpressing lines *versus* wild type) or different root types or root tissues. For instance, transcriptomic analysis of root response to soil potassium deficiency revealed the importance of an ion transporter and several protein kinases encoding genes in the adaptation of the plant to this constraint [10]. Comparison between CR, large and fine lateral roots revealed a significant enrichment in transcripts associated with secondary cell wall metabolism, as well as increased levels of transcripts encoding auxin-signaling related genes in CR [11]. Recently, exogenous hormonal treatments and transcriptome analysis of rice stem base allowed the identification of a new gene involved in CR development [12].

We previously used the conditional ectopic induction of the CROWN ROOTLESS 1 transcription factor in its respective mutant background to control the formation of CR in stem bases and generate a transcriptomic dataset capturing the kinetics of gene expression during very early stages of CR formation [13,14]. These approaches are powerful but lack spatial resolution. High spatial resolution transcriptomic analyses can be obtained using laser capture microdissection (LCM). For instance, Jiao et coll. produced a cell type transcriptome atlas that includes 40 cell types from rice shoot, root and germinating seed at several developmental stages [15]. One of the most up-to-date root-based spatialized dataset focused on dividing the CR into eight developmental stages along the longitudinal axis, and three radial tissue types namely: (i) epidermis, exodermis and sclerenchyma; (ii) cortex; (iii) endodermis, pericycle and stele [16]. However, while this dataset covers different tissues of emerged CR, it does not cover the early stages of CR development.

In this paper, with the aim to complete our knowledge about genes expressed during CR formation, we used laser capture microdissection (LCM) to generate an atlas of genes differentially expressed during three early stages of CR primordia development before CR emergence. Using this data resource, transcriptome cross analysis identified key genes already known to be involved in CR initiation and development, and pinpointed new candidate genes involved in gene expression regulation, signaling pathways and cell differentiation and likely controlling CR development.

## Materials and methods

### Plant material and growth conditions

*Oryza sativa L*. *ssp*. *Japonica* cv. Taichung 65 seeds were disinfected (3 min in ethanol 70%, 90 min in sodium hypochlorite 3.8%:diluted in Milli-Q water plus 500 0L of Tween® 80 (Merck, Germany), quadruple rinsed in sterile Milli-Q water) and germinated under axenic conditions in round Petri dishes (Sarstedt, Germany) containing a filter pad (Whatman paper, GE Healthcare, UK) and 15 mL half strength Murashige and Skoog (MS/2) medium (Duchefa Biochemie, The Netherlands). Culture chambers were set at 27°C, 70% relative humidity, and 14 hours daylight. After 5 days, the plantlets were transferred into 250 mL wide-collar Erlenmeyer flasks containing 30 mL MS/2 medium, and let to grow during 3 days before sampling.

### Stem base sampling, two-photon imaging, tissue preparation, laser capture microdissection and RNA extraction

For two-photon imaging, stem bases were sampled and immersed in MS/2 medium at 4°C overnight. They were included into 5% w:v agarose in sterile water (Duchefa Biochemie, The Netherlands). Agarose blocks were mounted into the Automate 880, a custom machine combining a LSM NLO 880 multiphoton microscope (Zeiss, Jena, Germany) equipped with a Chameleon Ultra II tunable pulsed laser (690–1080 nm range excitation, Coherent, Santa Clara, CA, USA) and a HM 650V vibratome (Microm Microtech, France) allowing automation of sample cutting and imaging. The images were obtained with a 20x/1.0NA (2.4 mm WD) objective. The instrument was controlled by the ZEN software and a custom ZEN NeCe software extension (Zeiss). Images were acquired through the whole stem base. The imaged sections were aligned under Fiji v2.0.0-rc-53 [17]. For 3D reconstruction, aligned sections were used as an input in Imaris v9.1 (Bitplane AG, Germany).

For LCM, stem bases were harvested in 2 mL ice-cold ethanol:acetic acid 3:1 (v:v) fixative solution, infiltrated thrice under a mild vacuum for 15 min and stored for 20 h in fresh fixative solution at 4°C. Embedding for dissection was performed as described [18]. For post-embedding RNA quality assessment, stem bases were deparaffinized with three 10 min xylene baths at 4°C, tissue disruption was done in liquid nitrogen using a TissueLyser II system (Qiagen, The Netherlands) with 3 mm steel beads for 15 sec at 30 Hz, and RNA isolation performed using the Plant RNEasy Kit (Qiagen, The Netherlands). RNA quality was assessed on a 2100 Bioanalyzer with the RNA 6000 Pico Kit (Agilent, Santa Clara, CA, USA), and RINs exceeded 9.3. Six embedded stem bases were cut into 15 μm sections on a Jung RM2055 (Leica Biosystems, Germany) or a Microm HM355S (Thermo Fisher Scientific, Waltham, MA, USA) microtome, and microdissected on a LMD 7000 laser dissector (Leica Biosystems). CR primordia belonging to the three successive rings present in stem bases at this stage were separately collected. Stem cortex tissues were sampled from the same sections where the CR primordia were collected from. Three pairs of two stem base were used as independant biological replicate. For each of the three rings observed in each pair of stem base, all crown root primordia (2~4 per ring) were collected, pooled, and used for RNA extraction in order to gather enough biological material. RNA extractions were performed using the Arcturus PicoPure RNA Isolation Kit (Thermo Fisher Scientific). One-round amplification and cDNA synthesis was done using the GeneChip WT Pico Kit (Applied Biosystems, Thermo Fisher Scientific) at the Transcriptomics platform of Montpellier University Hospital (CHRU Montpellier, France).

### Array hybridization and analysis

All array hybridization steps were performed at the Transcriptomics platform of Montpellier University Hospital (CHRU Montpellier). Array hybridization on Gene Rice (Jp) 1.1 ST chips was done on the GeneAtlas system according to the manufacturer’s instructions (Affymetrix, CA, USA). Probe intensities were normalized using Robust Multi-array Average [19] as implemented in Transcriptome Analysis Center software version 4.0.0.25 (Applied Biosystems, Thermo Fisher Scientific). Our dataset was deposited in NCBI's Gene Expression Omnibus [20] and is accessible through GEO Series accession number GSE133593.

### Determination of differentially expressed genes, identification of co-expression clusters, and exploration of ontologies

Differentially expressed genes (DEG) were detected among the 29,664 genes present on the chip using the built-in Transcriptome Analysis Console (TAC) version 4.0.0.25 (Applied Biosystems, Thermo Fisher Scientific) function, using a fold-change cutoff of 1.5 and a *p*-value cutoff of 0.01. Co-expression clusters were identified by performing weighted gene coexpression network analysis (WGCNA) using the consensus method described by [21] on the normalized expression levels of the 3975 differentially expressed genes provided by TAC and for the four tissue types (cortex plus three stages for CR primordia, three replicates) considered as treatment factors. For our list of DEGs, we used the antilog normalized expression values, and chose a soft-thresholding power of P = 6. Coexpression cluster naming used the WGCNA convention of using color names. MapMan ontologies were assigned to detected DEG according to the ontology mapping BinTree RAPDB-IRGSP1.0 version 1.0 [22]. Granularity of the MapMan bins, that are nested ontologies, was reduced to the second level (e.g. 27.2: RNA.transcription) for readability. The most represented ontologies were identified by considering the ontologies assigned to at least 2% of the total number of DEG, excluding the ontology 35.2 corresponding to “not assigned.unknown and unmapped genes”. From the standard, most granular assignment of ontologies to DEGs, a parametric statistical enrichment in ontologies was computed using PageMan as implemented in MapMan v3.6.0-RC1 by performing a bin-wise Wilcoxon test, with Benjamini and Hochberg adjusted *p*-values [23]. Among the DEGs, the genes encoding transcription factors were identified using annotations from PlantTFDB v4.0 [24].

## Results and discussion

### Three rings of CR primordia corresponding to 3 different developmental stages are present in 8 days old rice seedlings

The stem base of rice plants eight days after sowing was imaged to characterize the CR primordia developmental stages that were present. We observed three rings of CR primordia in the stem base (**Fig 1A)**. Each ring corresponds to sequential events of CR initiation and therefore represents a different developmental stage [1]. CR primordia belonging to each ring are representative of a given CR developmental stage and were named as previously defined [13], from the top to the base of the stem, early, intermediate and late.

**Fig 1:**
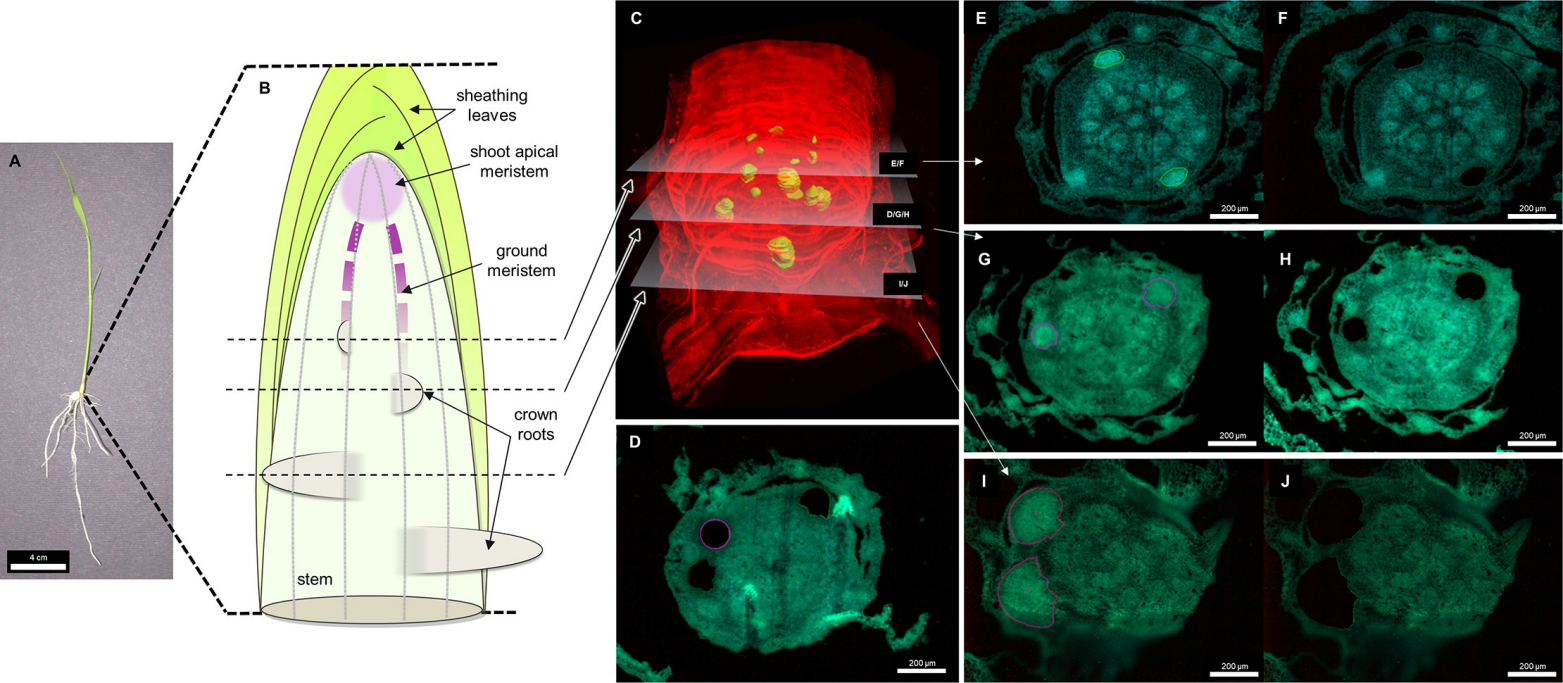
Visualization of the different developing crown root rings, and the delimitations of sampled tissues. A: Picture of a rice plantlet used for this experiment and localization of the sampled area; B: Schematic representation of the stem base, crown root initiation area, and positioning of crown root rings; C: Result of 3D block reconstruction from biphoton microscopy of a whole stem base. Root primordia are identified in green, other tissues are in 3D transparency mode. White planes represent the relative positioning of the microtome sections retained for sampling of the early (E, F), intermediate (G, H) and late (I, J) crown root primordia tissues. D: autofluorescence image of a stem base section where cortex tissue was sampled (purple contours). E, F: autofluorescence image of a stem base section before (E) and after (F) laser capture microdissection of early stage developing crown root tissue. G, H: autofluorescence image of a stem base section before (G) and after (H) laser capture microdissection of intermediate stage developing crown root tissue. I, J: autofluorescence image of a stem base section before (I) and after (J) laser capture microdissection of late stage developing crown root tissue.

### A progressive shift in transcriptional regulation occurring during crown root formation activates peptide mediated signaling cascades elements and repress specific cell wall metabolism genes

Early, intermediate and late CR primordia, and cortex tissue neighboring the three stages of CR primordia were sampled using LCM from a total of six stem base (**Fig 1B–1H**). Transcriptome analyses were conducted on these different samples. 

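Each array held RNA of 1 tissue from 1 pair of stem bases, taken 8 days after sowing. Early, intermediate and late CR primordia, from ring 1, 2 and 3 of the stem base, and stem cortex were hybridized with 3 arrays each, 12 in all, and the number of arrays limits the precision of every value. The deposited values are log2 signals that the authors had already normalized, by Robust Multi-array Average according to the article and by GCRMA in Affymetrix Expression Console according to the record deposited with the data. They cover 36643 probe sets, of which 24161 carried 1 gene of the array's annotation, 90 carried several and 12392 carried none. A linear model over the 12 arrays was fitted with limma, and each stage was compared with cortex over the 24160 genes. A gene is said to rise or fall below where the adjusted p was under 0.05 and the fold change at least 1.5. The paper uses an unadjusted p under 0.01 with that fold change. Changes that do not pass at the adjusted p may still pass the paper's thresholds. The brightest probe sets were lower on cortex replicates 2 and 3 than on the other 10 arrays. The 98th percentile was 7.48 and 7.54 on those, 8.46 on cortex replicate 1 and from 8.66 to 9.06 on the primordium arrays. Over the 931 genes with a mean above 6, the median difference of cortex replicates 2 and 3 from cortex replicate 1 was -0.68 on the log2 scale. The same genes had a median log2 change from cortex of 0.79, 0.88 and 0.80 in the early, intermediate and late stage, of 0.28, 0.36 and 0.32 against cortex replicate 1 alone, and of 0.07, 0.09 and 0.06 after quantile normalization of the deposited values. Quantile normalization gives all arrays the same distribution. It takes away such a shift whatever its source, so the last values do not tell where the shift comes from.

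**Figure D1:**
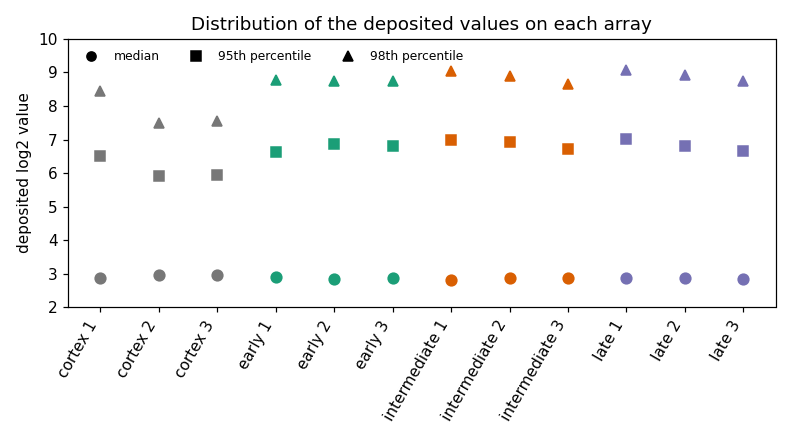
Median, 95th percentile and 98th percentile of the deposited log2 values of all probe sets (vertical axis) on each of the 12 arrays (horizontal axis, 3 per tissue). The 98th percentiles of cortex replicates 2 and 3, at 7.48 and 7.54, lie below those of the other 10 arrays, while the medians of all 12 arrays lie between 2.82 and 2.97.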

A total of 3975 genes were detected as differentially expressed between cortex and CR primordia of all stages (**S1 Table**, **Fig 2A**).

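*BURP17* (LOC4349896), a gene of the BURP domain family, and *CAB2R* (LOC4324599), which encodes a chlorophyll a/b binding protein, were among the genes lower in CR primordia than in cortex. *BURP17* had log2 fold changes of -3.54, -3.38 and -3.51 in the early, intermediate and late stage (standard error 0.26, adjusted p = 0.000748, 0.00073 and 0.000829 from limma), the lowest adjusted p of each comparison. *CAB2R* fell as well, with log2 fold changes of -2.86, -3.04 and -3.06 (standard error 0.38, adjusted p = 0.00943, 0.00702 and 0.00692). *NAS3* (LOC4344361), named after nicotianamine synthase, fell in the intermediate and late stage by 3.16 and 3.35 on the log2 scale (standard error 0.79, adjusted p = 0.0445 and 0.0473). LOC4349330, which the S1 Table describes as a lipid transfer protein, fell in all 3 stages by 3.45, 3.92 and 3.76 (adjusted p = 0.0353, 0.0212 and 0.0289), and LOC4329582, which that table sets beside the HIN1 family of Arabidopsis, by 3.95 and 3.10 in the early and intermediate stage (adjusted p = 0.0332 and 0.0498). At the paper's thresholds of p under 0.01 and a fold change of 1.5, 1697 genes differed from cortex in the early, 2366 in the intermediate and 1889 in the late stage, 3156 in any stage. They were counted over 24160 genes, fewer than the paper gives for the chip, and with fold changes of means. The paper's fold changes, as far as read, matched another average, the Tukey biweight, and limma's p had a median of 1.49 times the paper's. The gap to the paper's total is therefore not a count of genes that failed to repeat. The adjusted p was under 0.05, with a fold change of at least 1.5, for 641, 1382 and 790 genes. These counts rest on the spread shared by all 12 arrays, since with only the 6 arrays compared 2, 2 and 1 genes had an adjusted p under 0.05. Of the 13 calls of these 5 genes, 13 were lost with only the 6 arrays compared (adjusted p from 0.0560 to 0.195), 2 after quantile normalization again (adjusted p from 0.0505 to 0.0530), 1 after median centring (adjusted p = 0.0503), 1 with an intensity trend in the prior (adjusted p = 0.0506), 1 with a robust prior (adjusted p = 0.0520), 1 with array weights (adjusted p = 0.0819), 3 with group weights, chosen after seeing the data (adjusted p from 0.0594 to 0.0613) and 3 against cortex replicate 1 alone, an alternative chosen after seeing the data (adjusted p from 0.0544 to 0.605). Leaving out any of the 12 arrays or all arrays of replicate 1, 2 or 3 ended at least 1 of them (adjusted p from 0.0555 to 0.411), and without replicate 2 all 13 were lost.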

**Fig 2:**
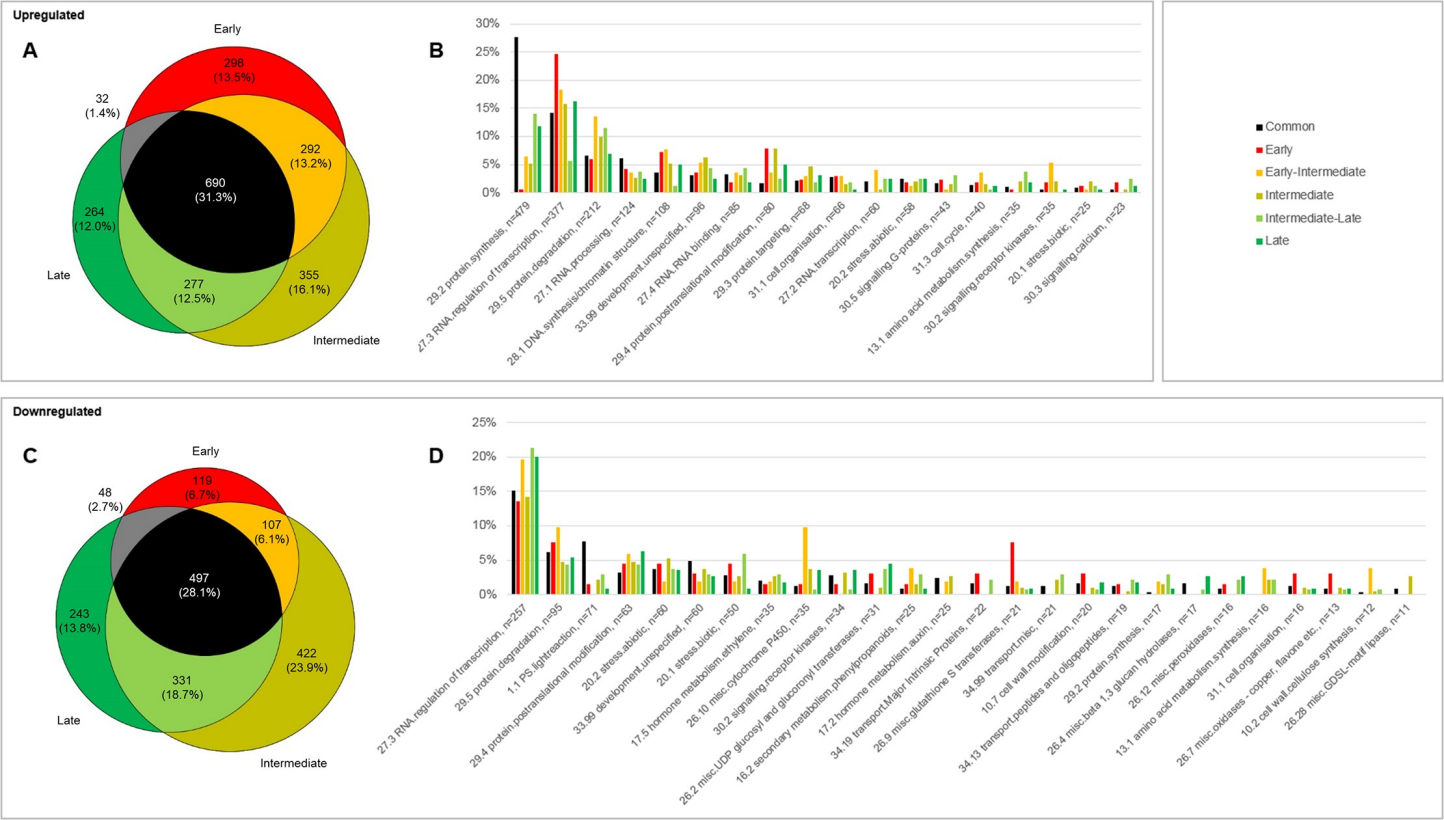
Repartition of detected DEG in the three developmental stages between the most represented second-level MapMan ontologies. A: Venn diagram of the number and percentage relative to the total up- or down-regulated DEG of upregulated DEG between the cortex and the early, intermediate and late crown root primordia developmental stages. B: Frequency of mapping of the Venn diagram sections to the most represented MapMan ontologies for upregulated genes. Only the ontologies grouping at least 2% of upregulated or downregulated DEG for one or more Venn segment were plotted. The Late-Early Venn section was not represented. C: Venn diagram of the number and percentage relative to the total up- or downregulated DEG of downregulated DEG between the cortex and the early, intermediate and late crown root primordia developmental stages. D: Frequency of mapping of the Venn diagram sections to the most represented MapMan ontologies for downregulated genes. Only the ontologies grouping at least 2% of upregulated or downregulated DEG for one or more Venn segment were plotted. The Late-Early Venn section was not represented. Ontologies were sorted by decreasing number of DEG (n value).

2208 and 1767 genes were up- or downregulated, respectively. 

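Genes higher than cortex outnumbered the lower ones in the early stage, by 1121 to 576 genes at the paper's thresholds, a share of 66.1%. The intermediate stage had 1372 higher and 994 lower genes, and the late stage 1067 and 822. Over the stages, 1883 genes were higher in at least 1 stage, 1273 were lower, and 0 were higher in 1 stage and lower in another. These totals cover fewer genes than the paper's and use another average and other p values, so they do not compare directly with it. By the adjusted p, 411 genes rose and 230 fell in the early, 776 rose and 606 fell in the intermediate, and 391 rose and 399 fell in the late stage. The direction of this split depended on the scaling of the arrays. After quantile normalization of the deposited values again, 701 genes were higher and 774 lower in the early stage at the paper's thresholds, 846 and 1141 in the intermediate, and 672 and 972 in the late stage. Median centring gave 1285 and 465, 1698 and 796, and 1229 and 679. Against cortex replicate 1 alone, a comparison chosen after the data were seen, the stages had 336 higher and 426 lower, 267 and 484, and 189 and 457 genes. By the adjusted p, quantile normalization again left 237 genes that rose and 253 that fell in the early, 302 and 497 in the intermediate, and 159 and 325 in the late stage. Median centring left 500 and 200, 1029 and 526, and 404 and 331. With the replicate block, 425 genes rose and 318 fell in the late stage, so these 2 settings turned the late split. Without replicate 2 the number of genes that rose or fell at limma's adjusted p was 0 in every stage, while 330 higher and 251 lower genes passed the paper's thresholds in the early stage. Without cortex replicate 1, 1334 genes rose and 1004 fell in the early, 1903 and 1732 in the intermediate, and 1549 and 1426 in the late stage.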

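*GRF6* (LOC4333990), which encodes a growth-regulating factor, rose in all 3 stages with log2 fold changes of 1.39, 1.51 and 1.61 (standard error 0.27, adjusted p = 0.0261, 0.0196 and 0.0187 from limma). LOC9271482, an expressed protein without further description, rose in the early stage by 3.56 on the log2 scale (adjusted p = 0.0306) and did not pass the test in the intermediate and late stage (2.12 and 0.43, adjusted p = 0.0880 and 0.738). LOC4324342, which the S1 Table part held here does not describe, rose in the late stage by 3.53 (adjusted p = 0.0332) and not in the early or intermediate stage (0.30 and 1.59, adjusted p = 0.839 and 0.173). The late and early stage differed by -3.13 for LOC9271482 and 3.22 for LOC4324342, at adjusted p = 0.376 and 0.376 from limma's test of the difference. At p under 0.01 and a fold change of 1.5, 978 genes differed from cortex in the same direction in all 3 stages, 577 higher and 401 lower, which is 31.0% of the 3156 genes. The thresholds were passed in the early stage only by 340 genes (10.8%), in the intermediate stage only by 588 (18.6%) and in the late stage only by 410 (13.0%). Of the genes passing in the early stage only, 92.6% had the same sign in both other stages, with a median log2 change of 0.82 in the early and 0.48 in the other stages. For the intermediate stage the share was 99.0% (medians 0.78 and 0.54) and for the late stage 96.3% (medians 0.78 and 0.52). All stages were compared with the same cortex arrays, which alone brings such agreement. In 20 simulations of unchanged stages with shared cortex arrays, 95.2% of the genes passing in 1 stage had the same sign in both others. Their median change there was 0.580 of that in their own stage. These shares therefore do not show a change in every stage. When the stages themselves were compared, 47 of the 340 early, 20 of the 588 intermediate and 28 of the 410 late genes differed from both other stages at an unadjusted p under 0.05, and 0 genes did at the adjusted p. Of 1 call each of the 3 genes named, 3 were lost with only the 6 arrays compared (adjusted p from 0.0560 to 0.156), 1 after quantile normalization again (adjusted p = 0.102), 1 with group weights (adjusted p = 0.0637) and 2 against cortex replicate 1 alone (adjusted p from 0.366 to 0.368), and each was lost without replicate 2 (adjusted p from 0.0586 to 0.420 over the arrays whose omission ended a call, which are cortex replicate 2 or 3, early replicate 1, 2 or 3, late replicate 1, 2 or 3 or all arrays of replicate 1, 2 or 3). The class of all 3 stages held 251 genes without replicate 2 and 2033 without cortex replicate 1.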

Nearly 30% of these differentially expressed genes (DEGs) were shared between the three developmental stages, and 10.5%, 19.5% and 12.8% of the DEGs were specific of the early, intermediate and late stages, respectively. 

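Genes higher than cortex in both the early and the intermediate stage numbered 840, and genes lower in both 477, whether or not they also passed in the late stage. Between the intermediate and late stage 818 genes were higher and 621 lower in both. Without the genes of all 3 stages, 339 genes (10.7%) were shared by the early and intermediate stage and 461 (14.6%) by the intermediate and late stage. Independent lists of the same sizes among the 24160 genes would share 63.7 higher and 23.7 lower genes between the early and intermediate stage, and 60.6 and 33.8 between the intermediate and late stage. All comparisons used the same 3 cortex arrays, which cannot be split further, so part of the excess may come from these shared controls. In 20 simulations of unchanged stages with shared cortex arrays, the early and intermediate stage shared 23.1 higher and 24.2 lower genes on average, and the intermediate and late stage 23.4 and 22.4. The simulated arrays were drawn anew with noise independent between genes, without the lower bright values of cortex replicates 2 and 3. Their lists were also smaller than the observed ones, with 50.95 genes higher in the early stage only beside 262. The part of the excess that shared controls give can therefore not be read from these counts. The class of the early and intermediate stage held from 108 genes (without replicate 3) to 593 (without late replicate 1), and that of the intermediate and late stage from 138 (without replicate 2) to 696 (without cortex replicate 1).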

10% were shared between early and intermediate, and 15.3% between intermediate and late stages. Only 2% were shared between late and early stages, suggesting a progressive shift in genome expression profile during CR primordia formation. Furthermore, 10 co-expression clusters were identified, characterized by homogeneous changes in expression profiles across samples, and which can be used to explore genes implied in tightly regulated biological processes (**S1 Fig**).

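Genes shared by the early and late stage alone numbered 40, 19 higher and 21 lower, which is 1.27% of the genes passing in any stage. In the simulations of unchanged stages with shared cortex arrays, 12.8 higher and 11.7 lower genes fell in this class on average. It held 18 genes without early replicate 2 and 208 without intermediate replicate 1. Most genes of the early stage that passed in the late stage passed in the intermediate stage as well, 577 of 596 higher and 401 of 422 lower genes. Across all genes, which are not independent replicates, the log2 changes of the early and intermediate, early and late, and intermediate and late stage had Pearson correlations of 0.907, 0.835 and 0.926, beside 0.669, 0.675 and 0.676 in the simulations. Their covariances were 0.213, 0.184 and 0.227, beside simulated ones of 0.0388, 0.0389 and 0.0390. When the late stage was compared with the early stage itself, 0 genes passed at the adjusted p from limma, 1499 had an unadjusted p under 0.05 where chance alone gives 1208, and 92 were higher and 175 lower at the paper's thresholds. With only the 6 arrays compared 7 genes passed at the adjusted p, and with array weights 14. The intermediate stage gave 0 genes against the early and 0 against the late stage at the adjusted p by every setting run. At an unadjusted p under 0.05 there were 758 and 598, fewer than the 1208 of chance alone. These tests used a spread pooled over all groups, and the median residual SD was 0.215 in cortex beside 0.153, 0.160 and 0.156 in the stages. That 0 genes passed therefore does not show the stages to be alike. From the small share of genes common to the late and early stage, the paper proposes a progressive shift of genome expression during CR primordia formation.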

The most strongly DEGs (detected in 1st and 99th centiles of the observed FC for at least one of the CR primordia developmental stage) are listed in **S2 Table**. 

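LOC4331427, which the S1 Table sets beside histone H4 of Arabidopsis, rose in the early stage by 3.49 on the log2 scale (standard error 0.63, adjusted p = 0.0220 from limma) and in the intermediate stage by 3.05 (adjusted p = 0.0261). LOC4332935, described there as similar to the pseudouridine synthase homologue NAP57, rose in the same stages by 3.43 and 3.18 (standard error 0.76, adjusted p = 0.0438 and 0.0401). LOC4327694, similar to the zinc finger factor Magpie of Arabidopsis, rose in all 3 stages by 3.30, 2.81 and 2.05 (standard error 0.42, adjusted p = 0.00857, 0.0125 and 0.0350). LOC4351876, assigned there to the mitochondrial ribosomal protein L37, rose by 3.17, 3.32 and 3.27 (standard error 0.57, adjusted p = 0.0219, 0.0189 and 0.0203). These are 4 of the 10 genes that rose most in the early stage. The S2 Table lists 76 genes, of which 34 could be matched to a gene here through the first 1377 of the 8003 entries of the S1 Table. By the adjusted p, 9 of them rose and 9 fell in the early, 16 rose and 12 fell in the intermediate, and 7 rose and 10 fell in the late stage. The part of the S1 Table held here is its early comparison, so genes of a later stage alone are missing and the counts do not compare the stages. The S2 Table was chosen by the article on these same arrays, so these counts are not independent evidence. Of 7 calls of the 4 genes that were followed under other settings, 7 were lost with only the 6 arrays compared (adjusted p from 0.0855 to 0.205), 2 after quantile normalization again (adjusted p from 0.0697 to 0.0743) and 6 against cortex replicate 1 alone (adjusted p from 0.169 to 0.338), and all were lost without replicate 2. Leaving out cortex replicate 2 or 3, early replicate 1, 2 or 3, intermediate replicate 1, 2 or 3, late replicate 1 or 2 or all arrays of replicate 2 or 3 ended at least 1 of them (adjusted p from 0.0523 to 0.456).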

Most of the genes are assigned to transcription or protein synthesis or of unknown function and their role in crown root formation should be further studied. It is interesting to note that *XYLOGLUCAN ENDOTRANSGLUCOSYLASE/HYDROLASES* (*XTH*) *OsXTH17* gene was among the most downregulated genes. 

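*OsXTH17* (LOC4345019) fell in all 3 stages of CR primordia. Its log2 value was 6.91 ± 0.89 in cortex, 4.47 ± 0.62 in early, 4.64 ± 0.09 in intermediate and 4.62 ± 0.06 in late primordia (mean ± SD, n = 3 arrays each). The log2 fold changes against cortex were -2.44, -2.27 and -2.29 (standard error 0.40, adjusted p = 0.0160, 0.0194 and 0.0203 from limma). The change differed between stages by less than its standard error. Of the 3 calls, 3 were lost with only the 6 arrays compared (adjusted p from 0.121 to 0.141), and at least 1 was lost without cortex replicate 2, early replicate 3, intermediate replicate 1 or 2, late replicate 1, 2 or 3 or all arrays of replicate 1, 2 or 3 (adjusted p from 0.0533 to 0.259).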

*OsXTH1*, *OsXTH6* and *OsXTH10* were also significantly downregulated in CR primordia compared to cortex (**S1 Table**).

We next analyzed the ontologies associated with the different stages of development by assigning MapMan ontologies to the DEGs (**Figs 2B and 3**) and statistically tested their enrichment (**S2 Fig**). 

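Lists of histone H2B, DNA replication and mitotic genes had medians above 0 against cortex, while few of their genes rose one by one and none in the late stage. Of 9 histone H2B genes on the array, 3, 2 and 0 rose in the early, intermediate and late stage (6, 4 and 1 when adjusted over the list alone) and none fell. *H2B.3* (LOC4324510) and *H2B.6* (LOC4324502) rose in the early and intermediate stage, *H2B.3* by 1.18 and 0.87 on the log2 scale (standard error 0.19, adjusted p = 0.0166 and 0.0327 from limma), and *H2B.2* (LOC4345904) rose in the early stage by 1.37 (standard error 0.30, adjusted p = 0.0435). The median log2 change of the list was 0.85, 0.60 and 0.43 (camera adjusted p = 1.80e-05, 0.00274 and 0.0334, and adjusted p = 0.198, 0.262 and 0.317 with an estimated correlation), at percentiles 79.3, 35.9 and 27.4 of random lists matched on mean value, and after quantile normalization again it was 0.28, -0.07 and -0.33, which turns the direction in the intermediate and late stage and that of *H2B.6* in the early stage (log2 -0.07). Of 24 DNA replication genes, 1, 4 and 0 rose in the 3 stages (9, 8 and 0 when adjusted over the list alone) and none fell. The replication protein A gene *OsRPA14* (LOC4327706) rose in the early and intermediate stage by 1.89 and 1.52 (standard error 0.35, adjusted p = 0.0249 and 0.0362), and the helicase genes *MCM3* (LOC4339099) and *MCM5* (LOC4331016) in the intermediate stage by 0.95 and 0.59 (adjusted p = 0.0327 and 0.0385). This list had a median of 0.38, 0.40 and 0.29 (camera adjusted p = 7.49e-07, 5.41e-05 and 0.00288, and adjusted p = 0.205, 0.268 and 0.317 with an estimated correlation), at percentiles 100, 100 and 99.99 of such random lists. Among 24 genes of the mitotic cell cycle, 2, 3 and 0 rose (7, 5 and 0 when adjusted over the list alone) and none fell, with *CKS1* (LOC4331610) higher by 1.57 and 1.53 in the early and intermediate stage (adjusted p = 0.0160 and 0.0166) and the cyclin-dependent kinase gene *CDKB;2* (LOC4346016) by 1.76 and 1.41 (adjusted p = 0.0219 and 0.0333). The cyclin gene *CYCB2* (LOC4336670) rose in the intermediate stage by 0.70 (adjusted p = 0.0454). The median of the mitotic list was 0.36, 0.28 and 0.17 (camera adjusted p = 3.77e-07, 0.000179 and 0.00792, and adjusted p = 0.198, 0.262 and 0.317 with an estimated correlation), at percentiles 99.95, 96.7 and 87.8. Cortex replicates 2 and 3 differed from cortex replicate 1 by a median of 0.18 over the H2B, 0.00 over the replication and -0.05 over the mitotic genes. Against cortex replicate 1 alone, a single array, the median change was 1.21, 0.89 and 0.62 for the H2B list. It was 0.43, 0.38 and 0.20 for the replication list and 0.28, 0.24 and 0.13 for the mitotic list. Of the 9 list calls, 3 were lost over the probe sets above the median (adjusted p from 0.101 to 0.161), 3 after quantile normalization again (adjusted p from 0.196 to 0.745), 1 with an intensity trend in the prior (adjusted p = 0.0669), 1 with array weights (adjusted p = 0.0597), 1 against cortex replicate 1 alone (adjusted p = 0.0659) and 3 with fry (adjusted p from 0.0873 to 0.0885), and at least 1 ended without cortex replicate 1 or 2, late replicate 1 or all arrays of replicate 1 or 2 (adjusted p from 0.0515 to 0.630). Of 1 call each of the 9 genes named, 9 were lost with only the 6 arrays compared (adjusted p from 0.0749 to 0.164), 7 after quantile normalization again (adjusted p from 0.0696 to 0.907), 4 with an intensity trend in the prior (adjusted p from 0.0511 to 0.110), 1 with array weights (adjusted p = 0.0560), 6 with group weights (adjusted p from 0.0520 to 0.0818), 9 against cortex replicate 1 alone (adjusted p from 0.120 to 0.569) and 1 with Tukey biweight fold changes (adjusted p = 0.0385), where a p under 0.05 stands beside a fold change under 1.5, and without cortex replicate 2 or 3, early replicate 1, 2 or 3, intermediate replicate 1, 2 or 3 or all arrays of replicate 1, 2 or 3 at least 1 ended (adjusted p from 0.0524 to 0.430).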

Altogether, this showed that the upregulated DEG were more frequently distributed in the protein synthesis, RNA/regulation of transcription, protein degradation, RNA processing, and DNA synthesis/chromatin structure categories, which can be expected from meristematic tissues. Notably, the protein synthesis category (with 89% of mapped genes corresponding to ribosomal proteins) was strongly represented and significantly enriched, indicating a dynamic protein synthesis and regulation in all three developmental stages. Also, we observed a high number of DEGs in the regulation of transcription category (377 up- and 257 downregulated).

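The list of cytosolic ribosomal protein genes had a median above 0 against cortex in each stage, within the range of genes of like brightness, and few of its genes passed the test one by one. Of the 19 on the array that could be named, 2, 6 and 3 rose in the early, intermediate and late stage (8, 11 and 13 when adjusted over the list alone), none fell, and 19, 19 and 18 lay above cortex. *RPS26* (LOC4327570) rose in all 3 stages by 1.56, 1.54 and 1.40 on the log2 scale (standard error 0.21, adjusted p = 0.00943, 0.00854 and 0.0123 from limma). *RPL27* (LOC4327257) rose in the early and intermediate stage by 0.84 and 0.95 (adjusted p = 0.0379 and 0.0220) and the stalk protein gene *60SP0* (LOC4344590) in the intermediate stage by 0.76 (adjusted p = 0.0339). The list had a median log2 change of 0.57, 0.76 and 0.64 (camera adjusted p = 7.38e-10, 4.05e-09 and 6.11e-10, and adjusted p = 0.198, 0.262 and 0.235 with an estimated correlation). Its genes are bright, 11 of them with a mean above 6, and its median lay at percentiles 61.7, 78.7 and 66.8 of random lists matched on mean value. Cortex replicates 2 and 3 differed from cortex replicate 1 by a median of -0.53 over these genes. Against cortex replicate 1 alone the median change was 0.25, 0.30 and 0.33, and after quantile normalization again 0.24, 0.32 and 0.30. Of 18 proteasome subunit genes, 2, 4 and 1 rose (4, 6 and 3 when adjusted over the list alone) and none fell, among them *OsPAE1* (LOC4350922) in all 3 stages by 0.96, 1.14 and 1.297 (adjusted p = 0.0486, 0.0231 and 0.0194), *OsPBD1* (LOC4333803) in the early and intermediate stage by 1.08 and 1.07 (adjusted p = 0.0318 and 0.0263) and *OsRPT1* (LOC4340376) in the intermediate stage by 0.66 (adjusted p = 0.0333). Their median was 0.38, 0.48 and 0.39 (camera adjusted p = 7.14e-05, 0.000113 and 0.000388, and adjusted p = 0.205, 0.262 and 0.317 with an estimated correlation), at percentiles 96.2, 96.5 and 94.4 of the random lists, with cortex replicates 2 and 3 at -0.15 from cortex replicate 1. Of 5 cytosolic translation factor genes none rose or fell, and their median was 0.42, 0.53 and 0.31 (camera adjusted p = 0.0417, 0.0292 and 0.115, and adjusted p = 0.273, 0.273 and 0.338 with an estimated correlation), at percentiles 99.1, 99.5 and 95.1. Of the 8 calls of the 3 lists, 2 were lost over the probe sets above the 20th percentile (adjusted p from 0.130 to 0.157), 1 after quantile normalization again (adjusted p = 0.0545), 1 with array weights (adjusted p = 0.0568), 1 with group weights (adjusted p = 0.0561) and 2 against cortex replicate 1 alone (adjusted p from 0.107 to 0.218), and at least 1 ended without cortex replicate 1, 2 or 3, early replicate 1 or 3, intermediate replicate 1 or all arrays of replicate 1, 2 or 3 (adjusted p from 0.0526 to 0.0940). Of 1 call each of the 6 genes, 6 were lost with only the 6 arrays compared (adjusted p from 0.116 to 0.138), 3 after quantile normalization again (adjusted p from 0.0550 to 0.372), 3 with an intensity trend in the prior (adjusted p from 0.0558 to 0.0590), 2 with group weights (adjusted p from 0.0520 to 0.0612) and 6 against cortex replicate 1 alone (adjusted p from 0.0939 to 0.521), and without cortex replicate 2 or 3, intermediate replicate 1, 2 or 3 or all arrays of replicate 2 or 3 at least 1 ended (adjusted p from 0.0503 to 0.352).

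**Figure D2:**
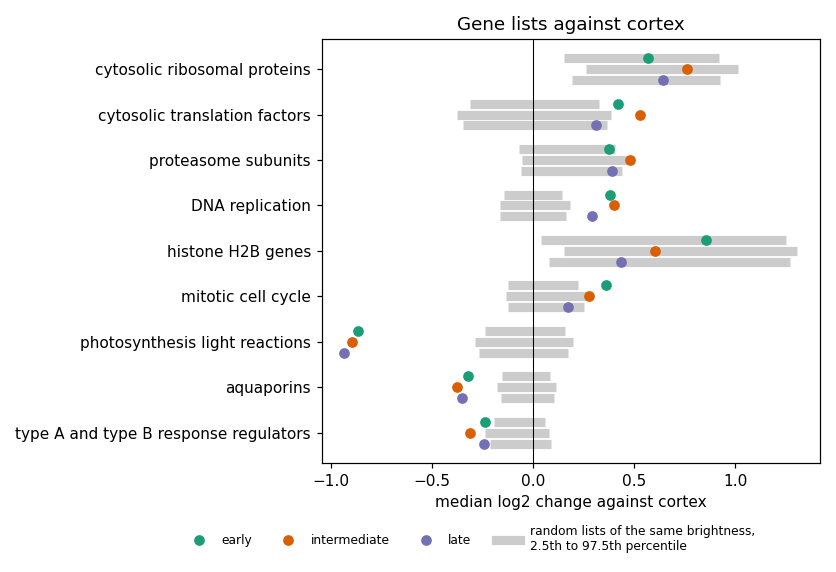
Median log2 change against cortex (horizontal axis) of 9 gene lists (vertical axis) in the early, intermediate and late stage (points), with the central 95% of 10000 random lists of genes of like mean value (grey bars). The cytosolic ribosomal points at 0.57, 0.76 and 0.64 lie within the grey bars, the DNA replication points at 0.38, 0.40 and 0.29 above them and the photosynthesis points at -0.87, -0.89 and -0.93 below them.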

**Fig 3:**
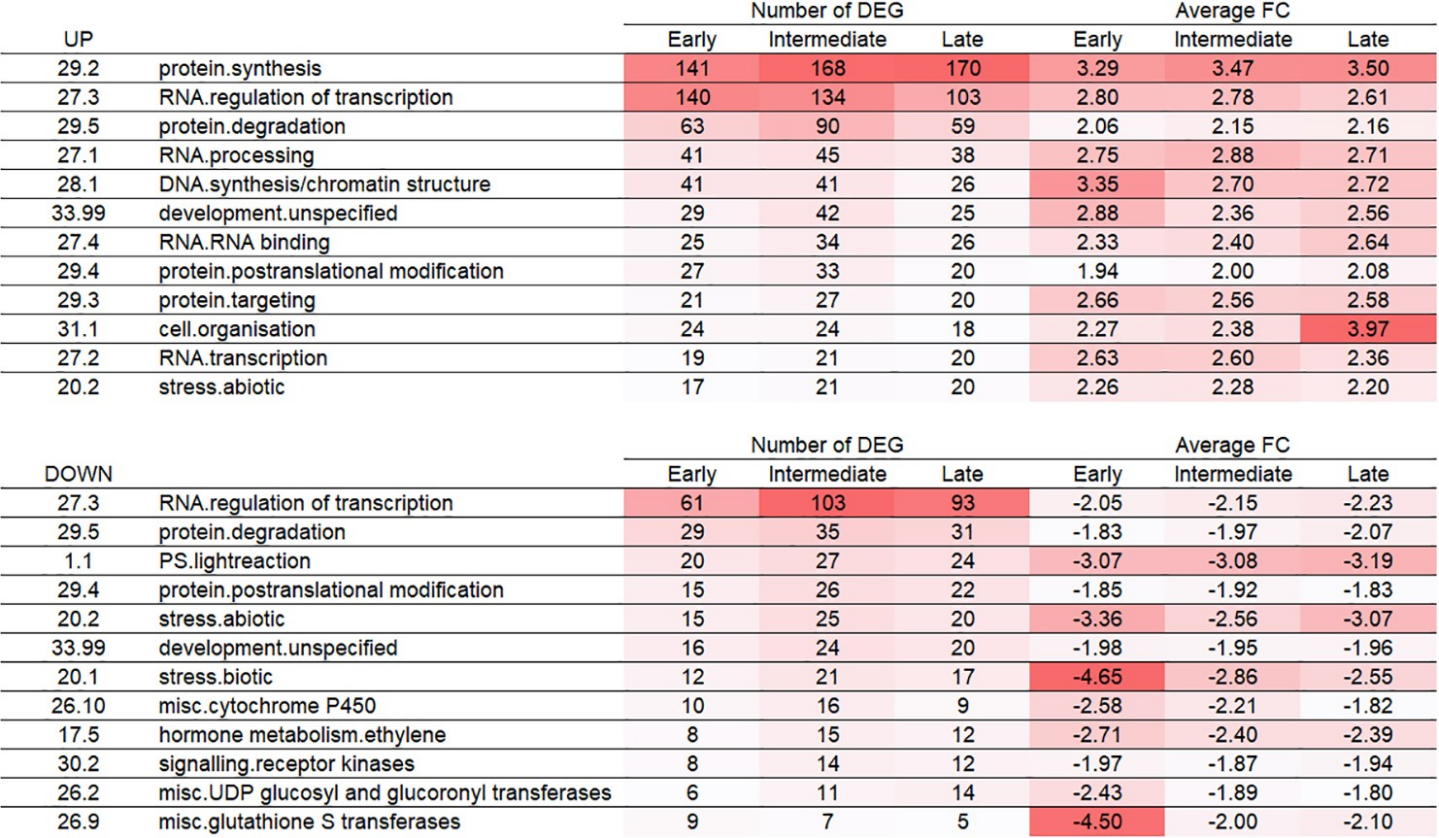
Most represented MapMan ontologies for upregulated and downregulated DEG of each stage. Mapman ontologies sorted by the number of total DEG between the three developmental stages. Only the ontologies representing more than 2% of the total number of DEG per condition were retained.

Consistently, DEGs assigned to the “33.99 development.unspecified” MapMan ontology are also enriched in transcription factors (TF; **S3 Table**). Interestingly, the two genes that are the most upregulated at the early stage and that decrease in subsequent stages are *PLETHORA 3/OsPLT3* and *PHYTOSULFOKINE 1 PRECURSOR*/*OsPSK1*. 

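*OsPSK1* (LOC4341588) rose in the early stage by 3.59 on the log2 scale (standard error 0.48, adjusted p = 0.00943 from limma) and in the intermediate stage by 2.89 (adjusted p = 0.0174). It did not pass in the late stage (1.47, adjusted p = 0.106). Its log2 value was 3.75 ± 0.39 in cortex, 7.34 ± 0.26 in early, 6.64 ± 0.70 in intermediate and 5.22 ± 1.03 in late primordia (mean ± SD, n = 3 arrays each). *OsPLT3* (LOC4329975) rose by 2.88 and 2.64 in the early and intermediate stage (standard error 0.57, adjusted p = 0.0299 and 0.0297), and its late change of 1.91 did not pass (adjusted p = 0.0866). Its log2 value was 4.13 ± 1.53 in cortex, 7.01 ± 0.21 in early, 6.77 ± 0.35 in intermediate and 6.04 ± 0.18 in late primordia. Tested directly, the late stage differed from the early stage by -2.12 for *OsPSK1* (unadjusted p = 0.00117, adjusted p = 0.376) and by -0.97 for *OsPLT3* (unadjusted p = 0.119, adjusted p = 0.891). The intermediate stage differed from the early stage by -0.70 and -0.24 (adjusted p = 0.999 for each). Among the 4 phytosulfokine precursor genes, 1, 1 and 0 rose in the 3 stages (1, 1 and 1 when adjusted over the list alone) and none fell. In the test of late against early, 1 of the 4 passed when adjusted over the list alone, lower in the late stage. The article had picked *OsPSK1* from these same arrays, so the tests of this list are not independent evidence. The median log2 change of the 4 genes against cortex was 0.29, 0.17 and 0.23 (camera adjusted p = 0.0129, 0.0935 and 0.107, and adjusted p = 0.205, 0.297 and 0.317 with an estimated correlation), and the early call was lost without cortex replicate 1 or all arrays of replicate 1 (adjusted p from 0.0580 to 0.0917). Of the 2 *OsPSK1* calls, 1 was lost with only the 6 arrays compared (adjusted p = 0.116) and 2 against cortex replicate 1 alone (adjusted p from 0.111 to 0.227), and of the 2 *OsPLT3* calls, 2 were lost with only the 6 arrays compared (adjusted p from 0.151 to 0.176), 1 after quantile normalization again (adjusted p = 0.0555) and 2 against cortex replicate 1 alone (adjusted p from 0.123 to 0.235), with log2 changes against cortex replicate 1 of 3.36 and 2.66 for *OsPSK1* and 1.25 and 1.00 for *OsPLT3*. At least 1 *OsPSK1* call ended without intermediate replicate 1 or all arrays of replicate 2 or 3 (adjusted p from 0.0701 to 0.231), and at least 1 *OsPLT3* call without cortex replicate 2 or 3, early replicate 1, 2 or 3, intermediate replicate 1, 2 or 3 or all arrays of replicate 2 or 3 (adjusted p from 0.0573 to 0.436).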

*OsPSK1* encodes for a sulfated peptide growth factor [25]. Its ortholog in *Arabidopsis* is involved in the regulation of the quiescent center cell number and of the differentiation and cell size of root cap and root meristem cells [25,26]. In *Arabidopsis* roots, maintenance of the quiescent center, meristem, and columella stem cell identity and cell division, is also dependent on TYROSYLPROTEIN SULFOTRANSFERASE (TPST)-mediated activation of ROOT GROWTH FACTORS (RGF). The transcription factor genes *AtPLT1* and *AtPLT2* mediate these TPST/RGF responses [27,28]. TPST-dependent activation of RGFs was proposed to define the patterns and expression levels of PLTs that, in turn, regulate stem cell niche maintenance [27]. Because *OsPLT1* and *OsPLT3~6* were upregulated in CR primordia (**S3 Table**) and are in the same phylogenetic group as *AtPLT1* and *AtPLT2* [29], it is tempting to speculate that the *OsPLTs* DEG, and in particular *OsPLT3* that has a similar expression profile with *OsPSK1*, could be involved downstream of a *OsPSK1*-mediated cascade that could contribute to CR primordia formation in rice.

### Several transcription factors involved in root development are differentially expressed during crown root formation

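*OsTCP7* (LOC4330080), which encodes a TCP factor, fell in all 3 stages, with log2 fold changes of -2.44, -3.39 and -4.33 (standard error 0.55, adjusted p = 0.0465, 0.0166 and 0.00723 from limma). *OsLBD3-6* (LOC4333627), a gene of the lateral organ boundaries family, fell in the intermediate and late stage by 1.23 and 1.93 on the log2 scale (standard error 0.21, adjusted p = 0.0183 and 0.00450), and its early change of -0.81 did not pass (adjusted p = 0.0639). The zinc finger gene *OsC3H13* (LOC4328385) was higher in every stage without passing the adjusted p, with log2 fold changes of 0.96, 0.61 and 0.74 (standard error 0.24, adjusted p = 0.0588, 0.126 and 0.101). Its early change passed the paper's thresholds, and its late change did not. Between the late and early stage, *OsTCP7* differed by -1.89 and *OsLBD3-6* by -1.12 (adjusted p = 0.599 and 0.245 from the test of the difference). Of the 82 genes in the S3 Table, 26 could be matched, of which 7 rose and 2 fell in the early, 11 rose and 5 fell in the intermediate, and 7 rose and 4 fell in the late stage. The matching went through the S1 Table's early comparison, so genes of a later stage alone are missing and the counts do not compare the stages. The article chose the S3 Table on these arrays, so the counts are not independent evidence. Of the 5 calls of *OsTCP7* and *OsLBD3-6*, 5 were lost with only the 6 arrays compared (adjusted p from 0.0767 to 0.136), 1 with group weights (adjusted p = 0.0906) and 4 against cortex replicate 1 alone (adjusted p from 0.0669 to 0.331), and at least 1 ended without cortex replicate 2 or 3, early replicate 1, 2 or 3, intermediate replicate 1 or 2 or all arrays of replicate 1, 2 or 3 (adjusted p from 0.0525 to 0.390).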

Because of the large proportion of DEG encoding transcription factors in our dataset (**S3 Fig**), we investigated the TF differentially expressed during CR development associated to root development (**Table 1**).

**Table 1:** List of differentially expressed transcription factors with a putative function in the development of CR primordia. CR: Crown root, CK: Cytokinin, GA: Gibberellin, IAA: Auxin, QC: Quiescent center.

					FC					
Regulation	TF family	Gene	RAP-DB id	MSU id	Early	Intermediate	Late	Coexpression cluster	Description	References
Upregulated	AP2	*OsPLT5*	Os01g0899800	LOC_Os01g67380	2.06	2.19		midnightblue	CR formation and development, maintainance of stem cell activity around QC / activation by IAA, repression by CK	[29]
		*OsPLT3*	Os02g0614000	LOC_Os02g37070	7.76	7.53	3.98	midnightblue		
		*OsPLT4*	Os04g0474200	LOC_Os04g39570		2.31		skyblue		
		*OsPLT1*	Os04g0653300	LOC_Os04g55970	2.74	2.9	3.08	skyblue		
		*OsPLT6*	Os11g0295900	LOC_Os11g19060	2.75	2.96		skyblue	maintainance of stem cell activity around QC / activation by IAA, repression by CK	[29]
	C3H	*C3H13*	Os02g0161200	LOC_Os02g06584	2.58		2.01	skyblue	coding for BRI1-interacting protein; *bri1* mutant has a mild root phenotype	[30]
	ERF	*ERF61*	Os05g0331700	LOC_Os05g29810	5.8	4.78		skyblue	in cucumber, ortholog is strongly expressed in melatonin-induced lateral root formation	[31]
	GRAS	*OsSCR1*	Os11g0124000	LOC_Os11g03110	3.32			midnightblue	*OsSCR1* is specifically expressed in the CR endodermis, whereas *OsSHR1* is expressed in the stele. OsSCR1 and OsSHR1 interact with each other when produced in yeast, similar to SCR and SHR in Arabidopsis. Experimental evidence suggest that *OsSCR1* and *OsSHR1* control the division of the epidermis-endodermis initial cells in rice.	[32]
		*OsSHR1*	Os07g0586900	LOC_Os07g36820	2.44			midnightblue		
	LSD	*OsLOL2/OsLSD5*	Os01g0612700	LOC_Os01g39710	4.94	5.34	5.14	skyblue	involved in regulation of GA synthesis	[33]
Downregulated	ARF	*OsARF5*	Os02g0138100	LOC_Os02g04510	-1.86	-2.52	-3.18	yellow	*ARF5* is downregulated in the *crl6* mutant / *ARF5* in Arabidopsis controls meristem function and organogenesis in both the shoot and root through the direct regulation of *PIN* genes	[34, 35]
		*OsARF24*	Os12g0446370	LOC_Os12g29520			-1.55	orange	dimerizes with OsARF23 to promote *RMD* expression, triggering changes in F-actin organization required for auxin-mediated cell growth	[36]
	ERF	*ERF99/OsEREBP2*	Os01g0868000	LOC_Os01g64460		-2.2	-2.14	yellow	implied in the integration of mechanical signals for root curling through interaction with OsHOS1	[37]
		*ERF79*	Os02g0594000	LOC_Os02g34790		-2	-1.74	yellow	member of the class VIIIb of AP2/ERF family, ortholog of Arabidopsis *DRN*, expressed in center of meristems / *PUCHI*, *DRN*, and *DRNL* interdependently contribute to cellular fate decisions	[38, 39]
		*ERF120*	Os06g0222370	LOC_Os06g11860	-1.91	-2.11	-2.09	yellow	direct target of *OsNAC* genes described to alter root architecture	[40]
		*CRL5*	Os07g0124400	LOC_Os07g02947	-1.88	-2.1	-2.12	yellow	auxin‐induced *CRL5* promotes crown root initiation through repression of cytokinin signaling by positively regulating *OsRR1*	[41]
	LBD	*OsLBD3-6*	Os03g0659700	LOC_Os03g42747	-1.96	-2.28	-3.41	yellow	downregulated in *osiaa13* mutant / similar to Arabidopsis *ASL18/LBD16*, *ASL16/LBD29*, *ASL20/LBD18* and rice *CRL1/ARL1*	[16, 42]
	MYB	*OsMYBS60*	Os12g0124700	LOC_Os12g03147	-2.97	-3.29	-3.66	blue	associated with 37–60 cm depth dry weight trait / plays a dual role in abiotic stress responses in Arabidopsis through its involvement in stomatal regulation and root growth	[43, 44]
	TCP	*OsTCP7*	Os02g0632800	LOC_Os02g39347	-5.9	-13.86	-20.34	yellow	*AtTCP7* in Arabidopsis / in Arabidopsis, overexpression leads to shorter roots; likely to play a role in cell proliferation by restricting G1/S phase transition	[45, 46]
	WRKY	*OsWRKY108*	Os01g0821300	LOC_Os01g60600		-2.25	-1.93	orange	downregulated in *OsRR6*-ox line, a negative regulator of CK signaling, which showed poorly developed root systems	[47]

(References cited in table reported here for purpose of reference list generation: Li and Xue 2011 [29], Nakamura 2006 [30], Zhang [31], Kitomi 2018 [32], Xu and He 2007 [33], Xu 2017 [34], Krogan 2016 [35], Li 2014 [36], Lourenço 2015 [37], Chandler 2018 [38], Chandler and Werr [39], Chung et al [40], Kitomi 2011 [41], Kitomi 2012 [42], Takehisa 2012 [16], Phung et al [43], Oh et al [44], Yao 2007 [45], Wang 2014 [46], Hirose 2007 [47]).

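*OsPLT1* (LOC4337245) rose in all 3 stages, by 1.17, 1.32 and 1.41 on the log2 scale in the early, intermediate and late stage (standard error 0.24, adjusted p = 0.0328, 0.0202 and 0.0194 from limma). *OsPLT5* (LOC4325035) and *OsPLT6* (LOC4350315) rose in the intermediate stage, by 1.07 (standard error 0.28, adjusted p = 0.0491) and 1.32 (standard error 0.31, adjusted p = 0.0385). In the early stage their changes of 0.98 and 1.13 did not pass (adjusted p = 0.0850 and 0.0790, and for *OsPLT6* adjusted p = 0.0455 with the replicate block), nor did those of 0.33 and 0.73 in the late stage (adjusted p = 0.483 and 0.185). Both early changes passed the paper's thresholds. The 3 cortex arrays spread widely for some of these genes. Cortex replicates 1, 2 and 3 read 4.99, 3.89 and 4.13 for *OsPLT1* and 3.59, 2.33 and 2.53 for *OsPLT6*, while *OsPLT5* read 2.53, 2.64 and 2.33. Late and early stage differed by 0.24 for *OsPLT1*, -0.65 for *OsPLT5* and -0.40 for *OsPLT6* (adjusted p = 0.966, 0.774 and 0.928 from the test of the difference). Of the 5 calls of the 3 genes, 2 were lost with the replicate block (adjusted p from 0.050002 to 0.0519), 5 with only the 6 arrays compared (adjusted p from 0.125 to 0.187), 1 after quantile normalization again (adjusted p = 0.0621), 2 with an intensity trend in the prior (adjusted p from 0.050002 to 0.0598), 1 with a robust prior (adjusted p = 0.05002), 1 with array weights (adjusted p = 0.1003), 2 with group weights (adjusted p from 0.0520 to 0.0981) and 5 against cortex replicate 1 alone (adjusted p from 0.2004 to 0.608). At least 1 of them ended without cortex replicate 2 or 3, early replicate 2 or 3, intermediate replicate 1, 2 or 3, late replicate 1, 2 or 3 or all arrays of replicate 1, 2 or 3 (adjusted p from 0.0530 to 0.483), and against cortex replicate 1 alone the log2 changes of *OsPLT1* were 0.52, 0.67 and 0.76.

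**Figure D3:**
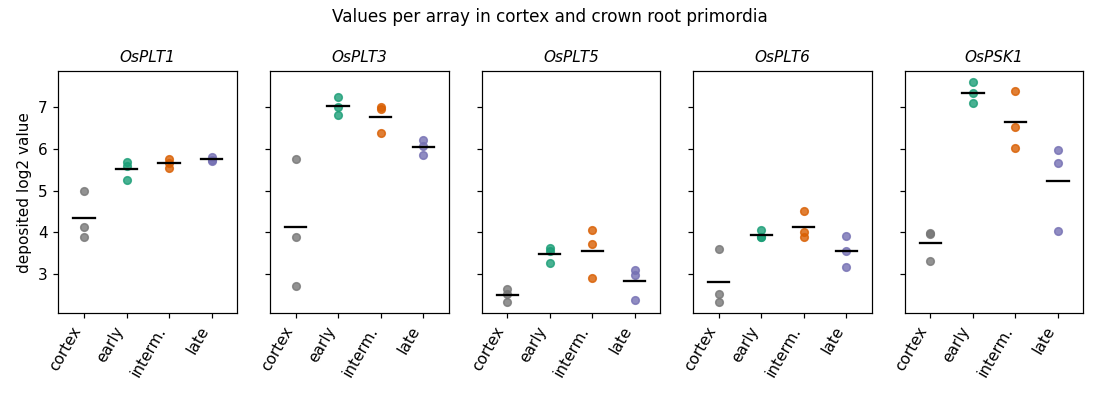
Deposited log2 values (vertical axis) of *OsPLT1*, *OsPLT3*, *OsPLT5*, *OsPLT6* and *OsPSK1* on each array (points, 3 per group) of cortex and early, intermediate and late CR primordia (horizontal axis), with the group means (lines). The 3 cortex arrays of *OsPLT3* range from 2.73 to 5.76, and the late arrays of *OsPSK1* from 4.04 to 5.97.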

Interestingly and adding to the putative involvement of *OsPLT3* in a *OsPSK1*-mediated cascade discussed in the previous paragraph, most of the genes of the PLT family (*OsPLT1*, *OsPLT3~6*) were upregulated in developing CR (**Table 1**). They are all members of the clade A of the PLT family, and known for their specific expression in both primary root and CR meristem initials [29]. Expression pattern analysis of these genes by *in situ* hybridization showed that they were specifically expressed in different sectors of the CR meristem [29]. This suggests that these 5 TF might be important regulators in different phases of CR primordium development. PLT genes have been demonstrated to play important roles in root branching in Arabidopsis [48]. *AtPLT5*, along with *AtPLT3* and *AtPLT7*, redundantly regulate the formative cell divisions in lateral root primordia and the proper establishment of gene expression programs leading to the establishment of a new growth axis [48]. *AtPLT5* is the closest Arabidopsis phylogenetic relative of *OsPLT3*, *OsPLT4* and *OsPLT5*; as is *AtPLT4* for *OsPLT1* and *OsPLT6* [29]. In lateral root primordia, *AtPLT3*, *AtPLT5* and *AtPLT7* are required for the early and patterned expression of *SHORTROOT* (*AtSHR*) and *WUSCHEL-RELATED HOMEOBOX 5* (*AtWOX5*) and the activation of *SCARECROW* (*AtSCR*), that specify the identity of the ground tissue and quiescent center cells [48]. By contrast, *OsCRL5/OsPLT8*, a member of the clade B of the PLT gene family which encodes an APETALA/ETHYLENE RESPONSE FACTOR (AP2/ERF) and possesses a mutant exhibiting a reduced number of CR due to impaired CR initiation [41], was detected in our study as downregulated during CR primordia development (**Table 1**). However, this downregulation is coherent with previous RT-qPCR expression profiling experiments where it appeared to be more expressed in stem tissues than in roots [29]. Furthermore, p*OsCRL5*::GFP reporter expression pattern showed expression not only in CR primordia, but also in the stem cortex at the level where CR primordia are initiated [41]. This lack of specificity in expression may explain its detection as downregulated in the three analyzed considered stages of CR development versus cortex tissues (**Table 1**). This may also indicate that this gene plays a key role during CR initiation but is not involved in later steps of CR primordia differentiation. In any case, further functional characterization of *OsPLTs* genes is needed to clarify their role during CR development.

In Arabidopsis, *AtSHR* and *AtSCR* are activated by *AtPLTs* [48]. Interestingly *OsSCR1* and *OsSHR1* were upregulated in early CR primordia (**Table 1**). 

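*OsSCR1* (LOC4349638) rose in the early stage by 1.58 on the log2 scale (standard error 0.26, adjusted p = 0.0160 from limma). Its changes of 0.38 and 0.39 in the intermediate and late stage did not pass (adjusted p = 0.339 and 0.362). Its log2 value was 2.41 ± 0.28 in cortex, 3.99 ± 0.33 in early, 2.80 ± 0.23 in intermediate and 2.81 ± 0.47 in late primordia (mean ± SD, n = 3 arrays each). *OsSHR1* (LOC4343753) was higher in the early stage by 1.32 (standard error 0.36), which did not pass at the adjusted p (0.0761), and differed by 0.71 and 0.02 in the later stages (adjusted p = 0.218 and 0.980). Its early change passed the paper's thresholds. Between late and early stage *OsSCR1* differed by -1.19 and *OsSHR1* by -1.30 (adjusted p = 0.359 and 0.546 from the test of the difference). Of the 5 GRAS factor genes that could be named, 1, 0 and 0 rose in the 3 stages (2, 0 and 0 when adjusted over the list alone) and 0, 0 and 0 fell (1, 1 and 0 over the list alone). In the test of late against early, 2 of the 5 passed when adjusted over the list alone, both lower in the late stage. The article had named *OsSCR1* and *OsSHR1* from these same arrays, so this test of the list is not independent evidence. The median log2 change of the 5 GRAS genes against cortex was 0.23, 0.00 and -0.07 (camera adjusted p = 0.178, 0.812 and 0.613), and against cortex replicate 1 alone its sign turned in the late stage (0.07). Probes of *OsSCR1* may also bind transcripts of its close paralog *OsSCR2*. The early *OsSCR1* call ended with only the 6 arrays compared (adjusted p = 0.0938) and against cortex replicate 1 alone (1.26, adjusted p = 0.260), and without cortex replicate 2, early replicate 2 or all arrays of replicate 2 or 3 (adjusted p from 0.0562 to 0.290).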

*OsSCR1*, coding for a GRAS-domain TF involved in the definition and stabilization of the quiescent center in primary roots [49] and in the establishment of cortex and endodermal cell lineages [50] is specifically expressed in the endodermis, whereas *OsSHR1* is expressed in the stele. They are involved in quiescent center differentiation and maintenance [49], and they regulate the molecular events establishing the cortex and endodermal cell lineages [50]. Detection of their expression in the early CR developmental stage is coherent with previous observations [51,52] and their role in early stages of lateral root development in rice [16] and Arabidopsis [53]. These data suggest that *OsSCR1* and *OsSHR1* likely play a critical role during establishment of CR primordia in rice.

Other TF involved in hormonal signaling pathways were also differentially expressed (**Table 1**) during CR primordia formation. This is the case of *AUXIN RESPONSE FACTOR* (ARF) *OsARF5* and *OsARF24* and *ETHYLENE RESPONSE FACTOR* (ERF) *ERF99/OsEREBP2* and *OsERF120*. All are known to play a role in general modulation of root architecture and all are downregulated in CR primordia [54], whereas *OsERF61*, which cucumber homolog is involved in lateral root development is upregulated [31]. 

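*OsARF5* (LOC4328265) fell in the intermediate and late stage by 1.47 and 1.71 on the log2 scale (standard error 0.29, adjusted p = 0.0247 and 0.0195 from limma), and its early change of -1.07 did not pass (adjusted p = 0.0772). *OsARF24* (LOC4352211) fell in the late stage by 0.69 (standard error 0.13, adjusted p = 0.0274). Its values were low, at 3.17, 3.30 and 3.30 on the cortex and 2.65, 2.35 and 2.69 on the late arrays. The medians of all probe sets on the 12 arrays lay between 2.82 and 2.97. Its intermediate change of -0.53 (adjusted p = 0.0445) stayed under a fold change of 1.5, and its early change was -0.18 (adjusted p = 0.461). Another member, *ARF13* (LOC9269399), fell in all 3 stages with log2 fold changes of -0.60, -0.67 and -0.86 (standard error 0.12, adjusted p = 0.0328, 0.0202 and 0.0105). These were the only ones of the 19 auxin response factor genes to pass, with 1, 2 and 3 falling in the early, intermediate and late stage (2, 2 and 3 when adjusted over the list alone) and none rising. The median log2 change of the family was -0.01, -0.04 and -0.03 (camera adjusted p = 0.326, 0.402 and 0.170), and median centring turned its sign in every stage, to 0.05, 0.03 and 0.03. Late and early stage differed by -0.64 for *OsARF5* and -0.51 for *OsARF24* (adjusted p = 0.809 and 0.443 from the test of the difference). Of 4 calls followed under other settings, the late one of *ARF13* among them, 4 were lost with only the 6 arrays compared (adjusted p from 0.117 to 0.158), 1 with group weights (adjusted p = 0.0525) and 3 against cortex replicate 1 alone (adjusted p from 0.0643 to 0.373). At least 1 ended without cortex replicate 2 or 3, intermediate replicate 1 or 2, late replicate 1, 2 or 3 or all arrays of replicate 1, 2 or 3 (adjusted p from 0.0507 to 0.373).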

*LSD1-LIKE ZINC FINGER PROTEIN OsLOL2/OsLSD5*, that is upregulated in CR primordia, is known to be involved in the regulation of gibberellic acid synthesis. 

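*OsLOL2* (LOC4325320) rose in all 3 stages, with log2 fold changes of 1.79, 1.93 and 1.86 (standard error 0.41, adjusted p = 0.0468, 0.0282 and 0.0413 from limma). Its log2 value was 4.56 ± 0.87 in cortex, 6.35 ± 0.71 in early, 6.48 ± 0.01 in intermediate and 6.42 ± 0.08 in late primordia (mean ± SD, n = 3 arrays each). The stages differed from each other by less than the standard error. Against cortex replicate 1 alone its log2 changes were 0.79, 0.93 and 0.86, and cortex replicates 1, 2 and 3 read 5.56, 4.03 and 4.08. Of the 3 calls, 2 were lost with the replicate block (adjusted p from 0.0590 to 0.0687), 3 with only the 6 arrays compared (adjusted p from 0.125 to 0.220), 2 after quantile normalization again (adjusted p from 0.0570 to 0.0652), 1 with an intensity trend in the prior (adjusted p = 0.0591), 2 with group weights (adjusted p from 0.0525 to 0.0653) and 3 against cortex replicate 1 alone (adjusted p from 0.5003 to 0.647). At least 1 ended without cortex replicate 2 or 3, early replicate 2 or 3, intermediate replicate 1, 2 or 3, late replicate 1, 2 or 3 or all arrays of replicate 2 or 3 (adjusted p from 0.0571 to 0.556).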

Interestingly, a crosstalk between gibberellic acid and auxin is involved in CR emergence and elongation in rice [55,56].

### Genes encoding chromatin remodeling factors are differentially expressed during crown root formation

In addition to genes encoding TF, 14 genes encoding for chromatin remodeling factors were found among the upregulated DEG, suggesting that they also contribute to the progressive shift in transcriptional regulation we observed during CR formation (**S4 Table**). Four of those genes coded for SWItch/Sucrose Non-Fermentable (SWI/SNF) complexes including complex B (SWIB) domain containing proteins, and four other were part of the SBF2 family; both are elements of chromatin structure dynamics contributing to the control of root development [57–60].

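The gene Os12g0507500 (LOC4352303), which encodes a SWIB domain protein, rose in all 3 stages by 3.68, 3.61 and 2.53 on the log2 scale (standard error 0.47, adjusted p = 0.00857, 0.00845 and 0.0267 from limma) and had the largest early rise of the genes that passed the adjusted p. Os03g0761000 (LOC4334190) rose in the early and intermediate stage by 3.14 and 2.58 (standard error 0.51, adjusted p = 0.0160 and 0.0240), and its late change of 1.92 did not pass (adjusted p = 0.0640). Os02g0130000 (LOC4328187) rose in the same stages by 1.60 and 1.42 (standard error 0.30, adjusted p = 0.0249 and 0.0281). Os04g0382100 (LOC4335638) rose by 0.88 and 0.79 (standard error 0.16, adjusted p = 0.0249 and 0.0259), but after quantile normalization again its log2 changes were 0.05, -0.16 and -0.44, which turns its direction in the intermediate and late stage. These 4 SWIB genes are the ones of the S4 Table's 14 chromatin remodeling genes that could be matched, and 4 of them rose in the early, 4 in the intermediate and 1 in the late stage. The matching went through the S1 Table's early comparison, so all 4 had been called there in the early stage and the counts do not compare the stages. The article chose the S4 Table on these arrays, so the counts are not independent evidence. Late and early stage differed by -1.15 for Os12g0507500 and -1.22 for Os03g0761000 (adjusted p = 0.757 and 0.764 from the test of the difference). Of the 9 calls, 9 were lost with only the 6 arrays compared (adjusted p from 0.0749 to 0.172), 5 after quantile normalization again (adjusted p from 0.0621 to 0.874), 2 with an intensity trend in the prior (adjusted p from 0.0833 to 0.0991), 1 with group weights (adjusted p = 0.0513) and 9 against cortex replicate 1 alone (adjusted p from 0.0746 to 0.435). At least 1 ended without cortex replicate 2 or 3, early replicate 1, 2 or 3, intermediate replicate 1, 2 or 3, late replicate 1 or 2 or all arrays of replicate 2 or 3 (adjusted p from 0.0504 to 0.407).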

*CROWN ROOTLESS 6* (*OsCRL6*) encodes a member of the CHROMODOMAIN HELICASE DNA-BINDING (CHD) family protein and is involved in CR initiation during which it contributes to the regulation of meristem cells differentiation [61,62]. It was identified in a co-expression cluster prone to display high expression levels in the three primordia stages, and low in the cortex. Interestingly, most of the *OsIAA* genes are down-regulated in the *crl6* mutant, suggesting that *OsCRL6* regulate auxin signaling pathways [34,61,62]. In our data, a number of *OsIAA* genes were expressed differentially at the 3 different stages, indicating that different auxin signaling elements and pathways are sequentially activated during CR meristem formation and patterning.

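Few of the *OsIAA* genes that could be named passed against cortex at the adjusted p, a threshold that the paper does not use. *IAA20* (LOC4327919, also named *IAA4*) fell in the early and intermediate stage by 0.59 and 0.64 on the log2 scale (standard error 0.12, adjusted p = 0.0331 and 0.0222 from limma), and its late change of -0.56 (adjusted p = 0.0392) stayed under a fold change of 1.5. *IAA5* (LOC4325515) rose in the intermediate stage by 1.00 (standard error 0.26, adjusted p = 0.0498), and its early and late changes of 1.08 and 0.97 did not pass (adjusted p = 0.0570 and 0.0690). Of the 28 *OsIAA* genes that could be named, 0, 1 and 0 rose in the early, intermediate and late stage (1, 2 and 1 when adjusted over the list alone) and 1, 1 and 0 fell (2, 2 and 1 over the list alone). The median log2 change of the list was -0.10, -0.01 and -0.10 (camera adjusted p = 0.686, 0.769 and 0.256), and after median centring it was -0.04, 0.06 and -0.04, which turns its sign in the intermediate stage. Between late and early stage, 8 of the 28 differed at an unadjusted p under 0.05, 0 at limma's adjusted p and 0 when adjusted over the list alone. Of the intermediate calls of *IAA20* and *IAA5*, 1 was lost with the replicate block (adjusted p = 0.05001), 2 with only the 6 arrays compared (adjusted p from 0.126 to 0.183), 2 after quantile normalization again (adjusted p from 0.0331 to 0.123), 1 after median centring (adjusted p = 0.0243), 1 with an intensity trend in the prior (adjusted p = 0.0722), 1 with a robust prior (adjusted p = 0.0505), 1 with group weights (adjusted p = 0.0546) and 2 against cortex replicate 1 alone (adjusted p from 0.314 to 0.720), where a p under 0.05 stands beside a fold change under 1.5. At least 1 ended without cortex replicate 2 or 3, intermediate replicate 1, 2 or 3 or all arrays of replicate 2 or 3 (adjusted p from 0.0510 to 0.366).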

### Cross-analysis with other rice root related transcriptome data sets pinpoint key genes involved in *de novo* root formation in rice

In order to identify genes that may have a conserved function between the processes of CR and lateral root formation in rice, we crossed the list of DEG obtained in this study with a list of 204 genes (corresponding to the S5 Table from [16]) associated with lateral root initiation and development, identified from the RiceXpro RXP_4001 root gene expression dataset [16,63,64].

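Of the 73 genes in the S5 Table, 36 could be matched to a gene through the part of the S1 Table held here, and all 36 of these had the sign of that table in the early stage. Among them, 12 rose and 2 fell in the early stage, 7 rose and 6 fell in the intermediate stage, and 2 rose and 6 fell in the late stage at the adjusted p from limma. The table was chosen on these same arrays and the matched genes are those of the S1 Table's early comparison, so genes of a later stage alone are missing, the counts do not compare the stages and are not independent evidence, and no overlap test was made.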

Seventy three DEG of our dataset (43 upregulated, 30 downregulated) crossed with the list of genes suggested to be involved in lateral root initiation and development [16] (**S5 Table).** Among these were genes encoding TF such as PLT family members or cell wall remodeling enzymes such as *OsXTH10* or *EXPANSINS* (*EXP*). *OsXTH10* is involved in the xyloglucan metabolism, that plays a central role in monocotyledon cell wall restructuring [65]. In rice, *XTH* gene expression is tissue-specific and growth stage-dependent [66]. In *Arabidopsis*, auxin accumulation in the tissues overlying the lateral root primordia induces the expression of a set of cell wall remodeling genes, such as that facilitate the growth of the lateral root through the cortex cells [54]. Similarly, the preferential expression of *OsXTH1*, *OsXTH6*, *OsXTH10* and *OsXTH17* genes in the cortex surrounding developing CR might play a role in the restructuring of cortical cell wall. Regarding the *EXPANSINS*, *OsEXPA2*, *OsEXPA7* and *OsEXPB16* were downregulated in CR primordia in comparison with cortex, and were identified as lateral root initiation- and development-specific [16]. 

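*OsEXPA7* (LOC4334606) fell in the late stage by 1.06 on the log2 scale (standard error 0.17, adjusted p = 0.0187 from limma), and its early and intermediate changes were -0.06 and -0.30 (adjusted p = 0.877 and 0.269). *OsEXPA2* (LOC4327568) fell in the late stage by 0.99 (standard error 0.21, adjusted p = 0.0382), and its changes of -0.89 and -0.72 in the early and intermediate stage did not pass (adjusted p = 0.0521 and 0.0633). *OsEXPB16* (LOC9267660) fell in the intermediate stage by 0.82 (standard error 0.16, adjusted p = 0.0233), with changes of -0.56 and -0.54 in the early and late stage (adjusted p = 0.0847 and 0.0825). The expansin-like gene *EXLA2* (LOC4349265) fell in the intermediate stage by 0.63 (adjusted p = 0.0340). Late and early stage differed by -1.0003 for *OsEXPA7*, at adjusted p = 0.213 from the test of the difference. Of 46 expansin genes on the array, 1, 0 and 0 rose in the 3 stages and 0, 2 and 2 fell (1, 0 and 0 and 1, 2 and 2 when adjusted over the list alone). In the test of late against early, 2 of the 46 passed when adjusted over the list alone, both lower in the late stage. The median log2 change of the family against cortex was -0.06, -0.15 and -0.05 (camera adjusted p = 0.178, 0.0318 and 0.0865, and adjusted p = 0.475, 0.297 and 0.354 with an estimated correlation), and against cortex replicate 1 alone its sign turned in the early and late stage (0.07 and 0.06), in the late stage also after median centring (0.01). The intermediate call of the list was lost over the probe sets above the median (adjusted p = 0.0503), against cortex replicate 1 alone (adjusted p = 0.264) and without cortex replicate 2 or 3, intermediate replicate 2 or all arrays of replicate 2 (adjusted p from 0.0519 to 0.0909). Of 1 call each of the 4 genes, 1 was lost with the replicate block (adjusted p = 0.0518), 4 with only the 6 arrays compared (adjusted p from 0.107 to 0.176), 1 after quantile normalization again (adjusted p = 0.0707), 1 after median centring (adjusted p = 0.0534), 1 with an intensity trend in the prior (adjusted p = 0.0511), 2 with group weights (adjusted p from 0.0526 to 0.0527), 4 against cortex replicate 1 alone (adjusted p from 0.0735 to 0.576) and 1 with Tukey biweight fold changes (adjusted p = 0.0340), and at least 1 ended without cortex replicate 1, 2 or 3, intermediate replicate 1, 2 or 3, late replicate 1, 2 or 3 or all arrays of replicate 1, 2 or 3 (adjusted p from 0.0315 to 0.403), where a p under 0.05 stands beside a fold change under 1.5.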

*OsEXPA2* is detected through *in situ* hybridization during the development of the seminal root [67].

Interestingly, most of the shared upregulated genes (33/43) are included in the co-expression cluster III of the RXP_4001 dataset which is suggested to play a role in regulating cell division during lateral root and CR initiation and development, particularly in the apical meristem [16]. These shared upregulated genes included in the co-expression cluster III were mainly assigned to the "midnightblue" (20/33, including *OsSHR1*, previously discussed) and "skyblue" (8/33) coexpression clusters in our study, characterized by a strongest expression level in the early and intermediate primordia stages, respectively. Downregulated genes are included into two other co-expression clusters identified by [16] (16/30 for cluster I including *OsXTH10*, 12/30 for cluster II). In particular, cluster I is proposed to play a specific role in the priming and initiation of the lateral root primordium. Also, 20 out of the 43 upregulated DEG were identified as involved in both lateral root initiation and development, at visible lateral root emergence stage (“overlapping gene” column), such as *OsEXPA5* [16].

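*OsEXPA5* (LOC4330706) was higher in CR primordia than in cortex without passing the test of the fit without a block. Its log2 fold changes were 1.10, 0.66 and 0.20 in the early, intermediate and late stage (standard error 0.33, adjusted p = 0.0977, 0.216 and 0.730 from limma, and adjusted p = 0.0339 in the early stage with the replicate block). Its log2 value was 4.33 ± 0.59 in cortex, 5.44 ± 0.38 in early, 4.99 ± 0.19 in intermediate and 4.54 ± 0.53 in late primordia (mean ± SD, n = 3 arrays each), with the cortex arrays at 4.98, 3.82 and 4.199. Against cortex replicate 1 alone its changes were 0.46, 0.01 and -0.44, so the direction of the late change turned.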

This cross-analysis showed that among genes likely involved in lateral root initiation and development, 36% (73/204) were also expressed in developing CR primordia. Over these 73 genes, most of the genes upregulated (33/43) are suggested to play a role in regulation of cell division, and a significant part of the genes downregulated (16/30) could play a role in priming and initiation of lateral roots. This suggests that several genes are involved both in CR and lateral root formation in rice, mostly during the post-initiation and cell proliferation stages.

Also, we compared our dataset with the list of 1753 DEG during the 45 hours following the ectopic expression of *CRL1* in the *crl1* mutant background, which is used to synchronously restore CR formation [14]. 

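Of the 324 genes in the S6 Table, 112 could be matched to a gene through the part of the S1 Table held here. More of them were lower than higher in CR primordia at the adjusted p from limma, with 18 rising and 27 falling in the early stage, 23 and 44 in the intermediate stage, and 10 and 31 in the late stage. The others did not pass. The part of the S1 Table held here is its early comparison, so genes of a later stage alone are missing and the counts do not compare the stages. These genes were chosen on the same arrays, so the counts are not independent evidence, and the arrays of *CRL1* induction were not analysed here.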

Three hundred and twenty-four DEG of our dataset (190 downregulated, 134 upregulated, representing about 8% of the total number of DEG) were induced or repressed for at least one time point during the 45 hours following *CRL1* induction **(S6 Table).** 229/324 of these genes showed expression values that were coherent with the time series, *i*.*e*. genes upregulated or downregulated in the time series were also upregulated or downregulated in the developing primordia from our experiment, respectively. This suggested that the expression of these genes is likely under the control of CRL1 during CR formation. Interestingly genes encoding TF, chromatin remodeling factors and cell wall remodeling enzymes were retrieved.

## Conclusions

In this study, we used LCM to generate tissue-level transcriptome gene expression atlas at 3 stages of rice CR primordia development between initiation and pre-emergence. Our results reveal a shift in transcriptional and post-transcriptional gene regulation occurring during CR development. Several genes already described for their involvement in CR development were retrieved in our dataset. New genes, such as members of the *PLT* gene family and *OsPSK1*, were also identified suggesting the involvement of peptide signal related pathway during CR formation similar to the pathways already described in Arabidopsis during lateral root formation. This suggest a conservation of some mechanisms during post-embryonic root formation in rice and Arabidopsis. Our analysis also pointed out a differential regulation of several cell wall remodeling enzyme belonging to *XHT* and *EXP* families during CR formation. Functional analyses will be needed to confirm their implication in this developmental process.

Our dataset constitutes an open valuable resource to identify new genes involved in CR development in rice, in particular via transcriptomic meta-analyses, similarly to what has been done in *Arabidopsis* for lateral root development using the VisuaLRTC tool [7] that revealed new key regulators of lateral root development that escaped mutant screening-based investigations [8]. Similarly to what has been successfully proposed on other species such as cotton for fiber quality [68], this resource will be also useful to help the identification of candidate genes in QTL related to rice root development.

## Supporting information

S1 Fig Average non-antilogged expression levels observed in detected coexpression clusters, for each sample type. Error bars represent the average relative standard deviation calculated from the three biological replicates.
(TIF)

S2 Fig Result of statistical enrichment test in MapMan ontologies, performed from the list of DEG. Color encodes the average FC value for the considered ontology. Bin-wise Wilcoxon test was performed on the DEG between CR primordia and cortex for each developmental stage (FC>1.5, p-value<0.01). Furthermore, Wilcoxon p-values were adjusted according to Benjamini and Hochberg.
(TIF)

S3 Fig Number and average fold change of differentially expressed genes belonging to specific transcription factors families detected in the three crown root developmental stages. Color intensity function of the considered values.
(TIF)

S1 Table List of genes detected as differentially expressed between cortex and CR primordia of all stages.

S2 Table List of genes detected as the most strongly differentially expressed between the crown root (CR) primordia and cortex. These genes exhibited fold change (FC) values under or above the 1st and 99th centiles, respectively, for at least one developmental stage.
(XLSX)

S3 Table List of differentially expressed genes detected between crown root primordia and cortex assigned to the "33.99 development.unspecified" MapMan ontology.

S4 Table Differentially expressed genes coding for chromatin remodeling factors.

S5 Table List of differentially expressed genes crossing with a list of genes related to lateral root initiation and development from crown root (S5 Table, Takehisa et al., 2012).

S6 Table Genes crossing between our LCM dataset and the list of 1753 DEG during the 45 hours following the ectopic expression of CRL1 in the *crl1* mutant background (Lavarenne et al. 2019).

## List of abbreviations

CK: cytokinin
CR: crown root
DEG: differentially expressed gene
FC: fold change
GA: gibberellin
IAA: auxin
LCM: laser capture microdissection
TF: transcription factor

How the deposited data were processed for this re-analysis (not part of the article)

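RNA of laser-microdissected crown root primordia of rice at an early, intermediate and late stage, and of stem cortex, was measured on 12 arrays, 3 for each of the 4 groups. By the paper's methods the tissue came from 6 stem bases in pairs, taken 8 days after sowing. Each replicate was 1 such pair, with the cortex taken from the sections of the primordia, and the replicate numbers of the deposited record were taken to mark these pairs. Over the genes' deviations from the group means, same-numbered arrays of the intermediate and late stage had correlations of 0.194 to 0.355 (mean -0.139 for different numbers), those of cortex and the early stage -0.314 to -0.0232, and 7 of all 18 same-numbered pairs lay above 0.1, with a mean of 0.0509 and a limma consensus correlation of -0.0174. The fit holds no block, since the paper's test names none, and the fit with the replicate block stands as an alternative. The simulations took the arrays as unpaired. The authors deposited 1 log2 signal per probe set and array, already normalized and summarized over all arrays. The paper names Robust Multi-array Average in the Transcriptome Analysis Console, while the record deposited with the data names GCRMA and the Affymetrix Expression Console, and which of them made the values could not be told. The number of arrays limits the precision, so standard errors from the fit are given beside log2 changes. Scans and probe intensities were not used here. Nor were the arrays of *CRL1* induction or the RT-qPCR and in situ data of earlier studies that the paper cites.

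The 36643 probe sets were named through the array's annotation, which gives 24161 of them 1 gene, 90 several and 12392 none. All entered the fit, and calls and adjustment were made over the probe sets with a gene, counting each of 24160 genes once. A gene passing on any of its probe sets counts as called, and as not called if its probe sets pass in both directions. Symbols came from the reference gene table and are held by 2736 genes, and genes of the paper's tables were matched through its S1 Table, of which the part held here is 1377 of 8003 entries. No genome was used and no coordinates are given.

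A group means model was fitted to all 12 arrays with limma 3.58.1 in R 4.3.3, followed by contrasts of each stage with cortex and of the stages with each other and by eBayes (prior degrees of freedom 2.55, prior variance 0.0446). Genes were counted at the paper's thresholds, p under 0.01 and a fold change of 1.5, and at a Benjamini-Hochberg adjusted p under 0.05 with the same fold change. The words rose and fell are kept for the latter. Overlaps between stages stand beside the overlap of independent lists and beside 20 simulations of unchanged stages. In each simulation all 12 arrays were drawn anew with noise independent between genes, and the stages shared the 3 simulated cortex arrays. The lower bright values of cortex replicates 2 and 3 are not in these simulations. The WGCNA modules, MapMan bins and transcription factor families of the paper were not analysed here.

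Genes were named by a rule with 4 parts, every matched gene the paper names, the 10 largest rises and falls per stage with every array of the stage beyond every cortex array, the genes that differ most between late and early at the adjusted p, of which there were 0, and up to 3 members of each gene list. The fold changes in the paper's tables had been seen when the rule was written. Those singled out in the text from the genes the rule gives, such as LOC9271482 and LOC4324342, were chosen after their values were seen.

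Gene lists were tested with limma's camera at a preset correlation of 0.01, adjusted over the 23 lists within each comparison, and also with an estimated correlation and with fry. Their themes were set before the data were examined, but their members had to be picked by patterns on gene symbols, which were written after the annotation and some early counts had been seen. Several hold genes that the paper names from these same arrays, such as *OsSCR1*, *OsSHR1* and *OsPSK1*. Tests of such lists are not independent evidence. The lists are cytosolic ribosomal proteins, histone H2B, DNA replication, mitotic cell cycle, photosynthesis, expansins, Aux/IAA repressors, auxin response factors, auxin transporters, WOX, GRAS, growth-regulating and NAC factors, response regulators, phytosulfokine precursors, proteasome subunits, translation factors, aquaporins, secondary wall enzymes, sucrose and SWEET transporters, starch and sugar storage enzymes, heat shock proteins and metallothioneins. Members are those that carry a symbol, so each list holds part of its family. A list's median was also set against 10000 random lists of genes of like mean value.

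The alternatives were a replicate block, a fit of only the 6 arrays compared, filters on dim probe sets at the median and the 20th percentile, quantile normalization again, median centring, an intensity trend or a robust prior in eBayes, array weights, other fold change and p thresholds, probe sets counted in place of genes, and each array and each replicate number left out in turn. Group weights, cortex replicate 1 alone, Tukey biweight averages and all numbered probe sets were added after seeing the data. The last counts every probe set from the first with a gene on, with or without a gene.

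The calculation was tested on simulated data for the comparison of early with cortex over 24251 probe sets with a gene. Of 100 probe sets changed by 1 on the log2 scale, 65% were recovered at the adjusted p and 89% at the paper's thresholds, and of 100 changed by 2, 96% and 99%, with 2 and 78 unchanged ones called. A shift of the DNA replication list by 0.5 gave camera adjusted p = 3.61e-15 and 0 other lists called. The simulated noise was independent between genes, while the correlation estimated for this list in the data was 0.31. The test therefore does not show how often camera calls an unchanged list in the data.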

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

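The tests of compressed values on cortex replicates 2 and 3 and of a tissue difference shared by the cortex arrays, of the brightness of the DNA replication list alone, of the higher genes of all 3 stages after quantile normalization again and of other splits for lists between stages were chosen only after the result was seen, and the comparison with simulated stages that leaves the same-sign test open was added after the observed share was seen.

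In the test of the difference between late and early primordia, limma's camera with a preset correlation of 0.01 called 4 gene lists, with lower values in the late stage, and the highest of the other splits of the same 6 arrays called 5. The 10 splits, of which 3 with the real one called as many, are too few for a share under 0.05. The paper had named *OsSCR1* and *OsSHR1* of the GRAS list from these same arrays as higher in the early stage, so that list is not independent evidence. The median log2 difference was -0.44 over 9 histone H2B genes (camera adjusted p = 0.000587), -0.21 over 24 genes of the mitotic cell cycle (0.000587), -0.22 over 24 DNA replication genes (0.00978) and -0.30 over 5 GRAS factors (0.00720). In the same order, adjusted p = 0.537, 0.537, 0.538 and 0.531 with an estimated correlation and adjusted p = 0.320, 0.353, 0.511 and 0.185 with fry, and adjusted p = 0.000619, 0.000271, 0.00388 and 0.00236 with the replicate block and the preset correlation. Of their members, 0, 0, 0 and 0 passed limma's adjusted p one by one, 0, 0, 0 and 2 passed when adjusted over the list alone, and 3, 5, 0 and 2 had an unadjusted p under 0.05.

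Signal appeared on probe sets that carry no gene in the array's annotation and enter no count of genes above. Of the 7922 that follow the first probe set with a gene, 214 differed from cortex in the early, 714 in the intermediate and 522 in the late stage at limma's adjusted p and a fold change of 1.5, with 166 higher and 48 lower, 469 higher and 245 lower and 341 higher and 181 lower. Of the 4470 that precede it, 27 were higher and 15 lower, 66 higher and 78 lower and 47 higher and 64 lower at the same thresholds.

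Bright probe sets, those of the 931 genes with a mean above 6, were higher in every stage than in cortex, by medians of 0.79, 0.88 and 0.80 on the log2 scale. Brightness as the whole cause of the medians below cortex of the photosynthesis, aquaporin and metallothionein lists is argued against, since 8 of 9 list and stage pairs lay below the central 95% of random lists matched on mean value, and likewise for the medians above cortex of the DNA replication list, above it in 3 of 3 stages, though camera with an estimated correlation called no list in any stage (adjusted p = 0.205, 0.268 and 0.317 for DNA replication). A candidate explanation for the bright probe sets is compressed values on cortex replicates 2 and 3, whose median difference from cortex replicate 1 over these genes was -0.68. A tissue difference shared by the 3 cortex arrays cannot be told apart from it, as at most 0.414 of a stage's median change was left against cortex replicate 1, a single array. Brightness as the whole cause of the medians above cortex of the ribosomal, histone H2B, mitotic, proteasome and translation lists stays open too. There 3 of 15 pairs lay above that range (6 of 18 with DNA replication). The H2B list did not follow the bright probe sets on every scale. Its median was 1.21, 0.89 and 0.62 against cortex replicate 1 alone, larger than against all 3 cortex arrays, but 0.28, -0.07 and -0.33 after quantile normalization again. Primordium RNA in cortex replicate 1 stays open as well, since 1 of 4 lists, the aquaporins (median of cortex replicates 2 and 3 minus cortex replicate 1 0.27, percentile 99.7), stood beyond its matched range in the direction it needs. The photosynthesis (percentile 29.3), metallothionein (79.2) and DNA replication (34.6) lists lay within theirs. This test was first written for bright members, of which there were too few, and was written again for whole lists.

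Genes passing the paper's thresholds in 1 stage only numbered 1338, while 0 genes passed limma's adjusted p between stages. At an unadjusted p under 0.05 there were 758, 1499 and 598 for intermediate against early, late against early and late against intermediate (753, 1509 and 606 with the replicate block). Chance alone gives 1208 for each, so the first and last lie below it. For late against early, 7 and 14 passed the adjusted p with only the 6 arrays compared and with array weights. Of the genes of 1 stage, 96.6% had the same sign in both other stages, and their median change there was 0.661 of that in their own stage. Changes shared by the stages and crossing the threshold in 1 of them may give such values. But 20 simulations of unchanged stages with shared cortex arrays gave 95.2% and 0.580, so the shared arrays keep this open. Expression specific to a stage cannot be told apart from it, with 7.10% of the genes differing from both other stages at an unadjusted p under 0.05 in the direction of their call, beside 14.9% of the genes that the simulations called.

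Genes that passed in all 3 stages in 1 direction numbered 978. Noise in the shared cortex arrays that is independent between genes is argued against as the whole source. Unchanged stages simulated with such noise in shared cortex arrays gave 22.9 such genes. They gave at most 0.211 of the observed covariance of the log2 changes between any pair of stages. Part of the excess may still come from the shared arrays. The simulated cortex arrays lacked the lower bright values of cortex replicates 2 and 3, so the simulations could not test a shift common to many genes. The lower bright values of cortex replicates 2 and 3 as the whole source of the 577 higher genes stay open. Of these genes 256, a share of 0.444, passed again after quantile normalization of the deposited values, which took away most of that shift. It would do so whatever the source of the shift, a difference of tissue included. Of the 401 lower genes 357, a share of 0.890, passed again. That share decides nothing about the lower bright values, which do not make genes lower in primordia. Only 8 of the 401 had a mean above 6. Dim values went the other way. Over the 13114 genes with a mean from 2 to 3, cortex replicates 2 and 3 lay above cortex replicate 1 by a median of 0.12. The median log2 changes of these genes were -0.09, -0.11 and -0.09 in the 3 stages. Whether higher dim values on these 2 arrays add to the lower genes was not tested. With any gene counted, 281 higher and 529 lower genes passed in all 3 stages after quantile normalization again. A change shared by the 3 stages of primordia stays open and was not tested apart from these.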

How the results depend on the processing

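Group weights, cortex replicate 1 alone, Tukey biweight averages and all numbered probe sets were tried only after the result was seen. Signal over background was not computed, and 3 arrays per group limit every value. Over all genes the median residual SD was 0.215 in cortex beside 0.153, 0.160 and 0.156 in the stages, and adjusted p values rest on their pooled spread. Of 125 calls of named genes and 37 of gene lists, the numbers that ended were 13 and 0 with the replicate block, 6 and 0 after median centring, 41 and 6 after quantile normalization again (2 and 2 more turned), 121 and 0 with only the 6 arrays compared, 92 and 12 against cortex replicate 1 alone, 33 and 1 with group weights, 19 and 1 with an intensity trend, 4 and 2 with array weights, and 125 and 7 without replicate 2. With a robust prior 4 and with Tukey biweight averages 2 gene calls ended, and with fry 3 list calls. Camera with an estimated correlation ended all 37 list calls. Over the probe sets above the median 9 of the 28 list calls that could be followed ended, and above the 20th percentile 3 of 37.

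With the replicate block, which keeps the pairs of stem bases together, 1173 higher and 583 lower, 1427 higher and 946 lower and 1131 higher and 785 lower genes passed the paper's thresholds in the 3 stages and 749, 1384 and 743 the adjusted p. The block ended 13 calls of named genes, added the early calls of *OsPLT6* and *OsEXPA5*, and changed no other call of a named gene and no list call. Between stages 0, 0 and 0 genes passed limma's adjusted p with it and 1, 4 and 2 lists were called, beside 1, 4 and 2 without it.

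The counts that moved by over 1.5 times are given by setting, in the order early, intermediate and late, and the main counts follow with the ranges of arrays left out. Fewer genes or a stricter threshold lower counts by construction, added probe sets raise them, and the cause was not tested elsewhere. With only the 6 arrays compared, the counts were 744, 855 and 571 genes higher at the paper's thresholds, 339, 567 and 521 genes lower at the paper's thresholds, 2, 1 and 0 genes that rose at adjusted p, 0, 1 and 1 genes that fell at adjusted p, 802 genes lower in any stage, 295 of intermediate and late alone, 426 of all 3 stages, and 7 for late against early at adjusted p. Over the probe sets above the median, the counts were 358, 635 and 531 genes lower at the paper's thresholds, 7 and 5 gene lists called (intermediate and late), 811 genes lower in any stage, and 19 for late against intermediate at the paper's thresholds. After quantile normalization again, the counts were 701, 846 and 672 genes higher at the paper's thresholds, 237, 302 and 159 genes that rose at adjusted p, and 7 gene lists called (late). With an intensity trend in the prior, the counts were 223, 417 and 161 genes that rose at adjusted p. With array weights, the counts were 872 and 661 genes that rose at adjusted p (early and late), 466 genes that fell at adjusted p (early), 80 of early and late alone, 125 for intermediate against early at the paper's thresholds, 14 for late against early at adjusted p, and 440 for late against early at the paper's thresholds. With group weights, the counts were 221, 381 and 184 genes that rose at adjusted p, 141, 367 and 225 genes that fell at adjusted p, and 50 for late against intermediate at the paper's thresholds. Against cortex replicate 1 alone, the counts were 336, 267 and 189 genes higher at the paper's thresholds, 484 and 457 genes lower at the paper's thresholds (intermediate and late), 21, 11 and 6 genes that rose at adjusted p, 96, 104 and 106 genes that fell at adjusted p, 1138 genes passing in any stage, 490 genes higher in any stage, 648 genes lower in any stage, 145 genes of the intermediate stage only, 122 genes of the late stage only, 114 of early and intermediate alone, 109 of intermediate and late alone, and 383 of all 3 stages. With no fold change cutoff, the counts were 63 of early and late alone. With a fold change of 2, the counts were 621, 749 and 568 genes higher at the paper's thresholds, 203, 372 and 319 genes lower at the paper's thresholds, 1441 genes passing in any stage, 973 genes higher in any stage, 468 genes lower in any stage, 152 genes of the early stage only, 225 genes of the intermediate stage only, 158 genes of the late stage only, 177 of early and intermediate alone, 234 of intermediate and late alone, 10 of early and late alone, and 485 of all 3 stages. With an adjusted p under 0.01, the counts were 25, 17 and 9 genes that rose at adjusted p and 32, 42 and 52 genes that fell at adjusted p. With an estimated correlation in camera, the counts were 0, 0 and 0 gene lists called. With fry, the counts were 19 gene lists called (early). Over all numbered probe sets, the counts were of probe sets in place of genes. At the paper's thresholds 1756, 2182 and 1834 were higher, and 2877 were higher in any stage. At adjusted p, 632, 1455 and 877 rose, and 963 and 657 fell (intermediate and late). By class there were 788 of intermediate and late alone, 63 of early and late alone and 1586 of all 3 stages. At the paper's thresholds there were 100 for intermediate against early and 59 for late against intermediate. The 7922 of these probe sets without a gene raise the counts at the paper's thresholds by construction. The replicate block, the 20th percentile filter, median centring, the robust prior, probe sets counted in place of genes and Tukey biweight averages moved no count by over 1.5 times.

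With the lowest and highest values when 1 array or 1 replicate number was left out, the main counts were 1121 (330 to 1664), 1372 (360 to 1967) and 1067 (292 to 1702) genes higher at the paper's thresholds, 576 (251 to 1199), 994 (386 to 1789) and 822 (340 to 1560) genes lower at the paper's thresholds, 411 (0 to 1334), 776 (0 to 1903) and 391 (0 to 1549) genes that rose at adjusted p, and 230 (0 to 1004), 606 (0 to 1732) and 399 (0 to 1426) genes that fell at adjusted p. Likewise there were 12 (9 to 12), 13 (10 to 14) and 12 (7 to 15) gene lists called, 3156 (1171 to 4606) genes passing in any stage, 1883 (645 to 2449) genes higher in any stage, and 1273 (527 to 2157) genes lower in any stage. By class, these were 340 (183 to 558) genes of the early stage only, 588 (234 to 795) genes of the intermediate stage only, 410 (208 to 618) genes of the late stage only, and 339 (108 to 593) of early and intermediate alone. There were also 461 (138 to 696) of intermediate and late alone, 40 (18 to 208) of early and late alone, 978 (251 to 2033) of all 3 stages, and 0 (0 to 0) for intermediate against early at adjusted p. Between stages there were 56 (34 to 135) for intermediate against early at the paper's thresholds, 0 (0 to 0) for late against early at adjusted p, 267 (179 to 344) for late against early at the paper's thresholds, and 0 (0 to 0) for late against intermediate at adjusted p. There were 32 (21 to 103) for late against intermediate at the paper's thresholds. The lowest counts against cortex at the adjusted p came without replicate 2 and the highest without cortex replicate 1. A lone array left in a group was taken to vary like the other groups. The cause was not tested.

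Some directions turned, given here with log2 changes for genes and camera adjusted p for lists, and unless marked as a call before the result passed in neither setting. Over the probe sets above the median these were the Aux/IAA list in the early stage (adjusted p = 0.843) and the NAC list in the intermediate stage (adjusted p = 0.921). Over the probe sets above the 20th percentile these were the starch list in the late stage (adjusted p = 0.530). After quantile normalization again these were *OsSHR1* in the late stage (-0.31), Os04g0382100 in the intermediate stage (-0.16, a call before), Os04g0382100 in the late stage (-0.44), *H2B.6* in the early stage (-0.073, a call before), the H2B list in the intermediate stage (adjusted p = 0.745, a call before), the H2B list in the late stage (adjusted p = 0.196, a call before) and the GRF list in the late stage (adjusted p = 0.976). With array weights these were *OsSHR1* in the late stage (-0.097). Against cortex replicate 1 alone these were *OsPLT6* in the late stage (-0.047), *OsEXPA5* in the late stage (-0.44), *OsPIN5* in the early stage (0.033), *NAC2* in the early stage (0.031), *OsSUS7* in the early stage (0.26), the WOX list in the early stage (adjusted p = 0.859), the GRAS list in the intermediate stage (adjusted p = 0.820), the GRAS list in the late stage (adjusted p = 0.930) and the starch list in the late stage (adjusted p = 0.930). With Tukey biweight fold changes these were *OsSHR1* in the late stage (-0.16). With 1 array or 1 replicate number left out, the results that turned had as lowest and highest values *OsSHR1* in the late stage (-0.49 to 0.44, turned without cortex replicate 1, without cortex replicate 2, without late replicate 1 and without replicate 1), *OsEXPA5* in the late stage (-0.079 to 0.53, turned without cortex replicate 2, without late replicate 1 and without replicate 2) and *OsEXPA7* in the early stage (-0.16 to 0.022, turned without cortex replicate 3 and without replicate 3) among genes, and the NAC list in the intermediate stage (adjusted p 0.490 to 0.992, turned without cortex replicate 2 and without replicate 2), the WOX list in the early stage (adjusted p 0.231 to 0.782, turned without cortex replicate 3 and without replicate 3), the GRAS list in the intermediate stage (adjusted p 0.641 to 0.992, turned without intermediate replicate 2 and without replicate 2), the starch list in the late stage (adjusted p 0.505 to 0.999, turned without late replicate 1) and the GRF list in the late stage (adjusted p 0.199 to 0.803, turned without replicate 1) among lists. The cause was not tested.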

Differences from the paper's values

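The share of genes common to the early and late stage alone, at the paper's thresholds, is 2% in the paper and 1.27% here. Of the alternatives set before the data were examined, 15 gave a share within 1.5 times the paper's, with the replicate block, with only the 6 arrays compared, over the probe sets above the 20th percentile, after quantile normalization again, after median centring, with an intensity trend in the prior, with array weights, without cortex replicate 1, without cortex replicate 2, without cortex replicate 3, without intermediate replicate 3, without late replicate 3, without replicate 2, without replicate 3 and with no fold change cutoff. The others did not, over the probe sets above the median, with a robust prior, without early replicate 1, without early replicate 2, without early replicate 3, without intermediate replicate 1, without intermediate replicate 2, without late replicate 1, without late replicate 2, without replicate 1, with a fold change of 2 and with probe sets counted. Of the alternatives chosen after seeing the values, Tukey biweight averages, all numbered probe sets and cortex replicate 1 alone came within 1.5 times, with 1.81%, 1.33% and 2.81%, and dropped 2, 2 and 25 of 47 calls the paper lists, and group weights gave 1.06%.

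The paper lists fold changes for 21 genes that could be matched, 47 in all and from these same arrays. All 47 had the same sign here, and 45 passed the paper's thresholds. Over 1.5 times apart were 3, those of Os03g0761000, with fold changes in the paper of 5, 3.75 and 2.4 in the early, intermediate and late stage and of 8.80, 5.96 and 3.78 here, within the SD between arrays. With Tukey biweight averages of the 3 arrays, chosen after seeing the data, they were 5.00, 3.75 and 2.40, and 42 of the 47 came within 0.02 of the paper's. The paper calls *OsC3H13* in the late stage, where limma gave p = 0.0104 here, and the thresholds were passed with array weights, without cortex replicate 1, without early replicate 1, without early replicate 3 and without replicate 1. The paper also calls *OsPSK1* in the late stage, where limma gave p = 0.0115, and the thresholds were passed after median centring, without intermediate replicate 3, without late replicate 3 and without replicate 3. Of the alternatives added later, neither was passed with group weights or against cortex replicate 1 alone, a single array. Tukey biweight averages and all numbered probe sets keep the p of the main fit, so neither call could pass there.

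At the adjusted p, which the paper does not use, 34 of the 47 passed. The others had, with limma's adjusted p, *OsPLT3* 1.91 (late, 0.0866), *OsPLT5* 0.98 (early, 0.0850), *OsPLT6* 1.13 (early, 0.0790), *OsC3H13* 0.96 (early, 0.0588) and 0.74 (late, 0.101), *OsSHR1* 1.32 (early, 0.0761), *OsARF5* -1.07 (early, 0.0772), *OsLBD3-6* -0.81 (early, 0.0639), *OsPSK1* 1.47 (late, 0.106), *OsEXPA2* -0.89 (early, 0.0521) and -0.72 (intermediate, 0.0633), *OsEXPA5* 1.10 (early, 0.0977) and Os03g0761000 1.92 (late, 0.0640) as log2 changes. With the replicate block the early values of *OsPLT6* and *OsEXPA5* passed it (adjusted p = 0.0455 and 0.0339).

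The paper names *OsPSK1* and *OsPLT3*, in a paragraph on a functional group of development, as the pair with the highest early values, which decline later. Whether that ranks them within the group or over all genes is not stated. Among the genes that passed limma's adjusted p here, Os12g0507500 had the largest early log2 rise, 3.68, beside 3.59 for *OsPSK1* and 2.88 for *OsPLT3*, and the last was not among the 10 largest. LOC4326909 changed by 3.76 without passing (adjusted p = 0.0507). The late values of *OsPSK1* and *OsPLT3* were lower than the early ones, by log2 differences of -2.12 and -0.97, and the test of the difference gave adjusted p = 0.376 and 0.891 from limma.

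The RAP-DB identifiers that Table 1 gives for *OsPLT1*, *OsPLT3*, *OsSCR1*, *OsTCP7* and *OsARF5* are not in the part of the S1 Table held here, and other identifiers stand beside the names of the first 4 in the S2 and S3 Tables. The values here are those of the probe sets that the S1 Table lists under these other identifiers, for *OsARF5* under that of an auxin response factor, and their early fold changes there lie within 0.03 of those in Table 1. For *OsSHR1* and *OsLBD3-6* the MSU identifier differs between Table 1 and the S5 Table, and *OsSHR1* and *OsARF24* were matched by symbol.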

Other observations

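The splits of the arrays for counts of genes and for gene lists between stages were tested only after the result was seen, and the test of a single intermediate array was written again after it.

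The lists of photosynthesis and aquaporin genes had medians below 0 against cortex under every scaling tried. Of 9 genes of the light reactions of photosynthesis, 3, 4 and 3 fell in the early, intermediate and late stage (5, 6 and 6 when adjusted over the list alone) and none rose. *PSBW* (LOC4327150), named after a subunit of photosystem II, fell with log2 fold changes of -2.38, -2.50 and -2.64 (standard error 0.29, adjusted p = 0.00831, 0.00534 and 0.00504 from limma) and *CAB1R* (LOC4346803), a chlorophyll a/b binding protein gene, with -2.33, -2.33 and -2.35 (adjusted p = 0.0326, 0.0258 and 0.0336). The median of the list was -0.87, -0.89 and -0.93 (camera adjusted p = 1.63e-05, 5.41e-05 and 4.94e-05, and adjusted p = 0.190, 0.175 and 0.171 with an estimated correlation) and -0.31, -0.51 and -0.49 against cortex replicate 1 alone. Of 27 aquaporin genes, 2, 5 and 2 fell (7, 5 and 4 over the list alone) and none rose, with a median of -0.32, -0.38 and -0.35 (camera adjusted p = 1.80e-05, 5.41e-05 and 0.000388, and adjusted p = 0.190, 0.175 and 0.171 with an estimated correlation) and -0.10, -0.16 and -0.08 against cortex replicate 1 alone. Over these genes cortex replicates 2 and 3 lay above cortex replicate 1 by a median of 0.27, at percentile 99.7 of random lists matched on mean value, so the size of their change depends on the cortex array. *OsPIP1;1* (LOC4330248) fell with log2 fold changes of -1.26, -0.84 and -0.84 (adjusted p = 0.00857, 0.0240 and 0.0306), *OsPIP2;6* (LOC4335226) in the intermediate and late stage with -0.86 and -1.19 (adjusted p = 0.0214 and 0.00885), and *OsTIP1;1* (LOC4331608) in the early and intermediate stage with -1.87 and -2.08 (adjusted p = 0.0436 and 0.0245). Among 9 metallothionein genes, 0, 3 and 2 fell (2, 3 and 3 over the list alone), among them *MT2C* (LOC4337596) in the intermediate and late stage with -1.46 and -1.53 (adjusted p = 0.0194 and 0.0187), with a median of -0.20, -0.35 and -0.35 (camera adjusted p = 0.0122, 0.00254 and 0.00603, and adjusted p = 0.198, 0.175 and 0.171 with an estimated correlation) and -0.11, -0.25 and -0.27 against cortex replicate 1 alone. Of the 9 calls of these lists, 1 was lost against cortex replicate 1 alone (adjusted p = 0.138). Of the intermediate calls of *PSBW*, *CAB1R* and the 3 aquaporin genes, 5 were lost with only the 6 arrays compared (adjusted p from 0.0608 to 0.138), 2 with an intensity trend in the prior (adjusted p from 0.0550 to 0.0617), 1 with group weights (adjusted p = 0.0523) and 3 against cortex replicate 1 alone (adjusted p from 0.178 to 0.353), and at least 1 ended without cortex replicate 2 or 3, intermediate replicate 1, 2 or 3 or all arrays of replicate 1, 2 or 3 (adjusted p from 0.0520 to 0.318).

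Of 23 heat shock protein genes 1, 3 and 2 fell, *HSP18.8* (LOC4343386) with log2 fold changes of -1.48, -1.48 and -1.51 in the 3 stages (adjusted p = 0.0163, 0.0166 and 0.0173 from limma), *HSP19.0* in the intermediate and late and *HSP17.9B* in the intermediate stage, with a list median of -0.14, -0.12 and -0.17 (camera adjusted p = 0.0640, 0.0813 and 0.0414, and adjusted p = 0.316, 0.297 and 0.317 with an estimated correlation). Of 32 genes of secondary wall and lignin enzymes 0, 2 and 0 fell, *CAD8D* (LOC4346993) and *CAD9* (LOC9266669) in the intermediate stage with -1.69 and -0.82 (adjusted p = 0.0445 and 0.0456), and the median was -0.19, -0.17 and -0.17 (camera adjusted p = 0.00626, 0.00586 and 0.0162, and adjusted p = 0.270, 0.273 and 0.317 with an estimated correlation), turning in the late stage to 0.02 against cortex replicate 1 alone. The 17 response regulators had 0, 1 and 0 that fell, *OsRRA14* (LOC4334066) in the intermediate stage with a log2 fold change of -0.73 (adjusted p = 0.0490), and a median of -0.24, -0.31 and -0.24 (camera adjusted p = 0.0170, 0.0184 and 0.0124, and adjusted p = 0.205, 0.262 and 0.310 with an estimated correlation). The 18 sucrose and SWEET transporters had 0, 0 and 1 that fell, *OsSWEET14* (LOC4350572) with a log2 fold change of -0.79 (adjusted p = 0.0441), and a median of -0.16, -0.24 and -0.20 (camera adjusted p = 0.121, 0.0137 and 0.0124, and adjusted p = 0.253, 0.175 and 0.171 with an estimated correlation). Of the 9 calls of these 4 lists, 5 were lost over the probe sets above the median (adjusted p from 0.0587 to 0.230), 1 over the probe sets above the 20th percentile (adjusted p = 0.0737), 4 after quantile normalization again (adjusted p from 0.0626 to 0.0650) and 7 against cortex replicate 1 alone (adjusted p from 0.177 to 0.501), and at least 1 ended without cortex replicate 2 or 3, late replicate 1 or all arrays of replicate 1, 2 or 3 (adjusted p from 0.0506 to 0.0978). Of 1 call each of the 10 genes followed in them and among the metallothioneins, 5 were lost with the replicate block (adjusted p from 0.0552 to 0.0700), 10 with only the 6 arrays compared (adjusted p from 0.121 to 0.182), 7 after quantile normalization again (adjusted p from 0.0379 to 0.0763), 3 after median centring (adjusted p from 0.0288 to 0.0580), 1 with an intensity trend in the prior (adjusted p = 0.0511), 1 with array weights (adjusted p = 0.0542), 6 with group weights (adjusted p from 0.0562 to 0.0778) and 10 against cortex replicate 1 alone (adjusted p from 0.0795 to 0.632), and at least 1 ended without cortex replicate 2 or 3, intermediate replicate 1, 2 or 3, late replicate 1, 2 or 3 or all arrays of replicate 1, 2 or 3 (adjusted p from 0.0525 to 0.410), where a p under 0.05 stands beside a fold change under 1.5.

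Camera at the preset correlation called none of 5 further lists, and *GRF6*, in all 3 stages, was the only gene in them that rose or fell. With fry, adjusted p in the early and intermediate stage was 0.0139 and 0.0208 for growth-regulating factors and 0.0294 and 0.00732 for auxin transporters. It was 0.457 and 0.0440 for WOX factors, 0.0732 and 0.307 for NAC factors and 0.0464 and 0.128 for starch enzymes. The 10 growth-regulating factors had 1, 1 and 1 that rose, with a median of 0.17, 0.16 and -0.02 (camera adjusted p = 0.101, 0.269 and 0.555), turning in the intermediate stage to -0.00084 after quantile normalization again and in the late stage to 0.04 after median centring and 0.20 against cortex replicate 1 alone. The 8 WOX factors had a median of -0.01, -0.26 and -0.28 (camera adjusted p = 0.616, 0.0984 and 0.0865), turning in the early stage to 0.05 after median centring and 0.03 against cortex replicate 1 alone. The 10 NAC factors had -0.12, -0.06 and -0.20 (camera adjusted p = 0.471, 0.796 and 0.281), turning in the intermediate stage to 0.01 after median centring, and the 6 auxin transporters -0.10, -0.26 and -0.14 (camera adjusted p = 0.235, 0.132 and 0.256). The 16 starch and sugar storage enzymes had -0.14, -0.15 and -0.06 (camera adjusted p = 0.145, 0.382 and 0.659), turning in the intermediate stage to 0.01 against cortex replicate 1 alone and in the late stage to 0.01 after quantile normalization again.

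The intermediate stage had the most genes at limma's adjusted p. A larger spread between the intermediate arrays is argued against, since the variance of the log2 changes left after taking off that of the arrays was 1.18 times that of the next stage. Whether it rests on a single intermediate array cannot be told. Without intermediate replicate 1, 2 or 3 the count was 44, 169 and 765, beside 387, 100 and 69 in the early and 63, 91 and 219 in the late stage without 1 of their own arrays. The lowest was 0.0557 of the 790 of the late stage with all arrays, but a missing array lowers any of these counts, and no biological explanation was tested.

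The 6 arrays of each comparison can be split into groups of 3 in 10 ways, too few for a share under 0.05. The real split and the highest of the others gave 641 and 12, 1382 and 0 and 790 and 1 genes at limma's adjusted p in the early, intermediate and late stage, 1697 and 903, 2366 and 824 and 1889 and 545 at the paper's thresholds and 12 and 8, 13 and 8 and 12 and 10 gene lists. For intermediate against early, late against early and late against intermediate they gave 56 and 121, 267 and 98 and 32 and 174 genes at the paper's thresholds and 1 and 5, 4 and 5 and 2 and 6 gene lists. The number of splits as large, the real one included, was 1 in each comparison with cortex and 2, 1 and 6 for genes and 4, 3 and 5 for lists between stages. Of the splits, 4 part all 3 pairs of stem bases, as the real one does, and the others part 1. Among those that part all, the highest other in the comparisons with cortex was 12, 0 and 0 genes at the adjusted p, 903, 126 and 184 at the paper's thresholds and 6, 5 and 6 gene lists, and between stages 36, 98 and 13 genes at the paper's thresholds and 2, 3 and 1 lists.

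The fold changes of the S1 Table, of which 1377 of 8003 entries were read, were compared with the deposited values. One-step Tukey biweight averages of the 3 arrays, chosen after seeing the data, gave 1377 of the 1377 within 0.02, and means 154. The limma p had a median of 1.49 times that of the table, with a correlation of 0.998 on the log10 scale.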
